# The Organophosphate Chlorpyrifos Interferes with the Responses to 17β-Estradiol in the Digestive Gland of the Marine Mussel *Mytilus galloprovincialis*

**DOI:** 10.1371/journal.pone.0019803

**Published:** 2011-05-20

**Authors:** Laura Canesi, Alessandro Negri, Cristina Barmo, Mohamed Banni, Gabriella Gallo, Aldo Viarengo, Francesco Dondero

## Abstract

**Background:**

Many pesticides have been shown to act as endocrine disrupters. Although the potencies of currently used pesticides as hormone agonists/antagonists are low compared with those of natural ligands, their ability to act via multiple mechanisms might enhance the biological effect. The organophosphate Chlorpyrifos (CHP) has been shown to be weakly estrogenic and cause adverse neurodevelopmental effects in mammals. However, no information is available on the endocrine effects of CHP in aquatic organisms. In the digestive gland of the bivalve *Mytilus galloprovincialis*, a target tissue of both estrogens and pesticides, the possible effects of CHP on the responses to the natural estrogen 17β-estradiol (E_2_) were investigated.

**Methodology/Principal Findings:**

Mussels were exposed to CHP (4.5 mg/l, 72 hrs) and subsequently injected with E_2_ (6.75 ng/g dw). Responses were evaluated in CHP, E_2_ and CHP/E_2_ treatment groups at 24 h p.i. by a biomarker/transcriptomic approach. CHP and E_2_ induced additive, synergistic, and antagonistic effects on lysosomal biomarkers (lysosomal membrane stability, lysosome/cytoplasm volume ratio, lipofuscin and neutral lipid accumulation). Additive and synergistic effects were also observed on the expression of estrogen-responsive genes (GSTπ, catalase, 5-HTR) evaluated by RT-Q-PCR. The use of a 1.7K cDNA *Mytilus* microarray showed that CHP, E_2_ and CHP/E_2_, induced 81, 44, and 65 Differentially Expressed Genes (DEGs), respectively. 24 genes were exclusively shared between CHP and CHP/E_2_, only 2 genes between E_2_ and CHP/E_2_. Moreover, 36 genes were uniquely modulated by CHP/E_2_. Gene ontology annotation was used to elucidate the putative mechanisms involved in the responses elicited by different treatments.

**Conclusions:**

The results show complex interactions between CHP and E_2_ in the digestive gland, indicating that the combination of certain pesticides and hormones may give rise to unexpected effects at the molecular/cellular level. Overall, these data demonstrate that CHP can interfere with the mussel responses to natural estrogens.

## Introduction

Many endocrine-disrupting compounds (EDCs) so far identified are persistent organochlorine pesticides (e.g., DDT, methoxychlor, dieldrin) [1]. Compared to these, modern pesticides, such as most organophosphates, do not bioaccumulate and therefore they might not reach concentrations able to cause endocrine disruption in humans or wildlife. However, organophosphorous and carbamate pesticides and their residues are present in the environment, in food items and human tissues and fluids all over the world [2], [3]; some of these have been reported to possess endocrine-disrupting properties [2], [4]–[6].

The potencies of pesticides as estrogen agonists/antagonists and antiandrogens *in vitro* are low compared with those of natural ligands [7]. However, chemicals with similar estrogenic potencies *in vitro* sometimes show very different potencies *in vivo* [8]. Their ability to act via more than one mechanism might enhance the biological effect in the intact organism, since the final response will likely be determined by the interactions of all pathways implicated. In this view, the application of ecotoxicogenomics, that is the study of gene expression in either target or non-target organisms, represents a powerful tool to understand, and infer, the molecular/cellular mechanisms involved in responses to environmental toxicant exposure in various species [9], [10].

Among the organophosphate insecticides, Chlorpyrifos (CHP) (phosphorothionic acid *O*, *O*-diethyl *O*-[3,5,6-trichloro-2-pyridyl] ester) was first introduced into marketplace in 1965 and used in agriculture worldwide [11]. The primary target organ for CHP is the nervous system, due to the ability of the chlorpyrifos-oxon metabolite to inhibit acetylcholinesterase (AChE) activity [11], [12]. However, several studies identified putative neurodevelopmental mechanisms that are independent of cholinesterase inhibition [11], [13]–[16]. CHP has been shown to interfere with different components of cell signalling [17]–[20], and to affect oxidative stress parameters in the developing brain, leading to shifts in expression and function of antioxidant genes [21], [22]. Beside brain defects, genital defects including undescended testes, microphallus, and fused labia were also reported [4], [5], [23]. *In vitro*, CHP showed a weak estrogenic activity in estrogenicity assays, and no significant effects on the response induced by 17β-estradiol were observed [7]. CHP also showed a weak increasing effect on the basal ERβ mRNA level in MCF-7 cells [24].

CHP is known to pose acute and chronic risks to many non-target wildlife [3], [6], [12], [25]. In terrestrial snails, long-term exposure to CHP induced lysosomal membrane destabilisation and increased AMPc (Cyclic Adenosine Monophosphate) levels in the digestive gland [26]. In the zebrafish, CHP did not lead to developmental alterations but induced the Hsp70 response as well as histopathological damage [27]. Bioconcentration of CHP has been investigated in bivalves [28], [29]. CHP significantly reduced AChE activity in both freshwater (*Amblema plicata*) and marine (*Mytilus galloprovincialis*) species [30], [31]. In the digestive gland of *M. galloprovincialis*, short term exposure (72 h) to low µM concentrations of CHP affected lysosomal biomarkers and gene expression [31]. In this species, the digestive gland, a tissue that plays a key role in metabolism and nutrient distribution to the gonad during gametogenesis, represents a target for the action of the natural estrogen 17β-estradiol (E_2_), as well as for estrogenic chemicals, both individually [32], [33] and in mixtures [34]. In particular, administration of estrogens by injection into the circulation significantly affected lysosomal biomarkers, antioxidant enzyme activities and gene expression, with both common and distinct effects of individual estrogens and mixtures [32]–[34].

In this work the possible effects of pre-exposure to CHP on the responses to E_2_ were evaluated in the digestive gland of *M. galloprovincialis*. Mussels were exposed to CHP (4.5 mg/l/animal) or vehicle for 72 hrs, subsequently injected with E_2_, and samples collected at 24 hr post-injection. Lysosomal biomarkers were evaluated and expression of individual genes was determined by RT-Q-PCR. Moreover, molecular responses to CHP-, E_2_- and CHP/E_2_-exposure were investigated by a transcriptomic approach utilizing a cDNA microarray developed for *M. galloprovincialis* (MytArray V 1.1) [31], [35]. The results indicate that in mussel digestive gland CHP interferes with the responses to the natural estrogen E_2_.

## Results

### Effects of CHP, E_2_ and CHP/E_2_ on lysosomal biomarkers

The effects of different exposure conditions (CHP, E_2_ and CHP/E_2_) on digestive gland lysosomal biomarkers were first evaluated and the results are reported in Fig. 1. As shown in Fig. 1A, CHP induced a significant decrease in lysosomal membrane stability-LMS (about −55% with respect to controls); a smaller effect was observed with E_2_ (−40%). Pre-exposure to CHP followed by E_2_ injection resulted in stronger lysosomal destabilisation (−71%). Representative images of the effects of differerent experimental conditions on LMS, evaluated as latency of the lysosomal N-acetyl-β-hexosaminidase activity, are reported in Fig. S1. The lysosome/cytoplasm volume ratio was unaffected by either individual treatment, whereas a significant increase was observed in CHP/E_2_ samples (+35% with respect to controls) (Fig. 1B). Similarly, neither CHP or E_2_ alone induced accumulation of lipofuscin, whereas a significant increase was observed in CHP/E_2_-treated mussels (+43% with respect to controls) (Fig. 1C). CHP induced a significant increase in neutral lipid (NL) content (up to +160% with respect to controls); a smaller effect was observed in response to E_2_ (+27%). In CHP/E_2_ treated mussels, the level of NLs was similar to that recorded in E_2_-injected mussels (+33% with respect to controls).

**Figure 1:**
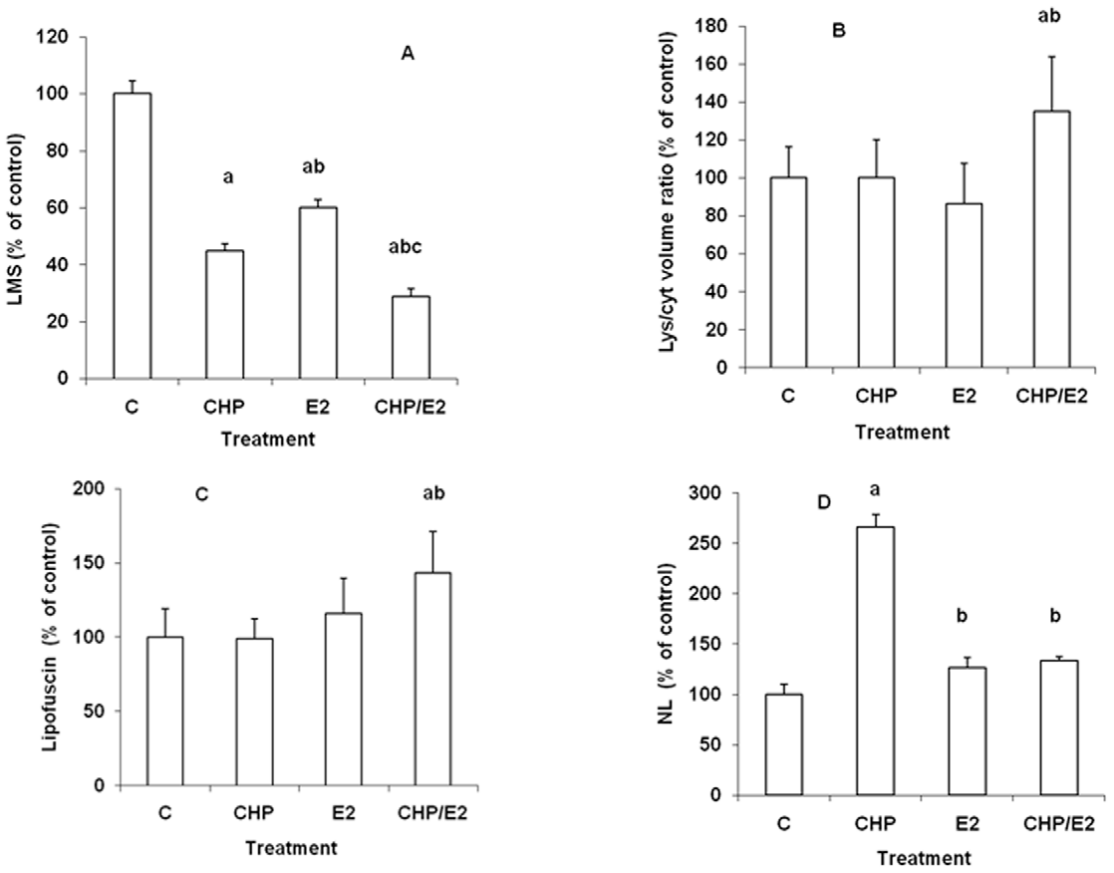
Effect of exposure to CHP, E_2_, or CHP/E_2_ on lysosomal parameters in *Mytilus galloprovincialis* digestive gland. Mussels were exposed for 72 hrs to CHP (4.5 mg/l ASW/animal) or vehicle (0.02% DMSO) and then injected with E_2_ (6.75 ng/g dw) or vehicle (0.05% ethanol) and tissues sampled 24 hrs post-injection. C = DMSO/EtOH. A) Lysosomal membrane stability (LMS); B) Lysosome/cytoplasm volume ratio; C) Lysosomal lipofuscin accumulation; D) Lysosomal Neutral Lipid accumulation. Data, expressed as % values with respect to controls, representing the mean±SD (n = 10), were analysed by ANOVA + Tukey's post test. a: all treatments *vs* C, P≤0.001; b: E_2_ *vs* CHPs,  = P≤0.001; c: CHP/E_2_ *vs* E_2_ and CHP = P≤0.001. b: CHP/E_2_ *vs* C and CHP  = P≤0.01; b: CHP/E_2_ *vs* E_2_ = P≤0.001. c: CHP/E_2_ *vs* C and CHP  = P≤0.001; b: CHP/E_2_ *vs* E_2_ = P≤0.05. d: CHP *vs* C, E_2_ and CHP/E_2_ = P≤0.001; b: E_2_ and CHP/E_2_ vs C = P≤0.05.

Neither vehicle (DMSO or Ethanol, alone or in combination) significantly affected lysosomal parameters in the digestive gland of mussels with respect to untreated mussels (not shown).

### Effects of CHP, E_2_ and CHP/E_2_ on expression of individual genes by RT-Q-PCR

The expression of genes whose transcription was shown to be modulated by individual estrogens or mixtures of estrogenic chemicals in *Mytilus* tissues [32]–[34], [36] was first evaluated by RT-Q-PCR through the sybr green I chemistry as previously described [37], and the results are reported in Fig. 2. These include genes involved in biotransformation and antioxidant defence (GST-π, catalase) and estrogen and serotonin (5-Hydroxy Tryptamine) receptors (*Mytilus* Estrogen Receptor MeER2 and 5-HT receptor), whose annotated sequences (see Table S1) were not included in the MytArray. CHP and E_2_ alone did not significantly affect the expression of GST-π (Fig. 2A); however, a large, significant increase in GST-π transcription was observed in CHP/E_2_ treated mussels (up to about 4-folds with respect to controls, P≤0.05). CHP and E_2_ alone induced a significant increase in transcription of catalase (Fig. 2B); an additive effect was observed in the CHP/E_2_ group (up to a 3-fold increase with respect to controls; P≤0.05). Moreover, both CHP and E_2_ alone induced a significant decrease in transcription of the 5-HTR; such down-regulation was not observed in the CHP/E_2_ group (Fig. 2C). On the other hand, transcription of the MeER2 receptors was similarly down-regulated in all exposure groups (Fig. 2D).

**Figure 2:**
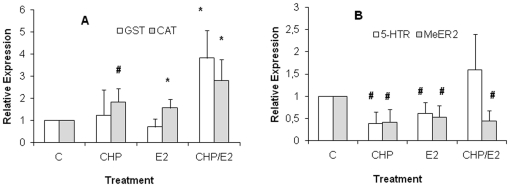
Effects of CHP, E_2_, or CHP/E_2_ on expression of estrogen-responsive genes in *Mytilus* evaluated by RT-Q-PCR. A) GST-π (GSH transferase) (AF527010) and catalase (AY743716); B) 5-HTR (*M. edulis* 5-hydroxytryptamine receptor) (AB526218) and MeER2 (*M. edulis* Estrogen Receptor 2 isoform) (AB257133). Gene expression was determined by quantitative RT-PCR as described in methods. The Relative Expression Software Tool (REST) [61] was used to calculate group means by means of the delta-delta Ct method adjusted for PCR efficiency using a 18S ribosomal target as reference gene [60] and data are reported as relative expression with respect to the control sample (DMSO/EtOH). Data are the mean±SD obtained from at least 4 independent RNA samples in triplicate.* = P≤0.05 Mann-Whitney U test.

Neither vehicle (DMSO or Ethanol, alone or in combination) did significantly affect the expression of the genes considered in this study in the digestive gland of mussels (not shown).

### Transcriptomic analysis

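Digestive gland RNA of treated female mussels was compared with that of vehicle-treated mussels on 12 dual color arrays, 4 for each of 3 treatments. Each array held the RNA of 1 pool of 6 animals against vehicle reference RNA. The names of the scans carry the same treated pool number for E2 replicates 2 and 4 and for CHP/E2 replicates 3 and 4, whereas the labels and the paper call them separate replicates. The treatments were the organophosphate pesticide chlorpyrifos (CHP, 4.5 mg/l in the water), the natural estrogen E2 by injection, and exposure to CHP followed by injection of E2 (CHP/E2). The injection brought 25 pmol of E2 in 50 µl into the posterior adductor muscle, stated as 6.75 ng per g dry weight, and the tissue was taken 24 h later. The vehicles were DMSO at 0.02% and ethanol at 0.05%. The paper gives 72 h of exposure to CHP, whereas the labels of the arrays give 4 days for CHP and 3 days for CHP/E2.
An array holds 1920 cDNA clones (called probes here) on 2 spots each, and 720 further spots that serve alignment or are blank. The authors deposited normalized values for 1816 of the probes, and these were tested. The scanner intensities were corrected for background with normexp (offset 50) and normalized by loess within each array. Spots of one probe were averaged, and log2 ratios of treated to reference RNA were tested with limma at the paper's threshold of B over 0. On CHP replicate 3, E2 replicate 4 and CHP/E2 replicate 4 the treated RNA carried Cy3 and the reference Cy5, and their ratios were turned. The labels state the dyes, so the direction was kept although CHP/E2 replicate 2 and CHP replicate 4, hybridized with the same dyes, had a correlation of -0.575 across the probes.
The median signal of a spot was 1.45 to 3.19 times its background for the treated RNA and 1.14 to 3.80 times for the reference RNA, and the higher values of the reference came from the 3 arrays on which it carried Cy5. Of the clone spots, 62.1% to 85.3% of each array exceeded the background by 2 of its SDs in at least 1 channel. With 4 arrays per treatment, the number of arrays limits the precision of every ratio. The files name no genes: 0 of the 1920 clone IDs were found in the RefSeq gene table for the species or among the IDs of Table S1, so results are given by probe ID, without gene names or places in the genome.

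**Figure D1:**
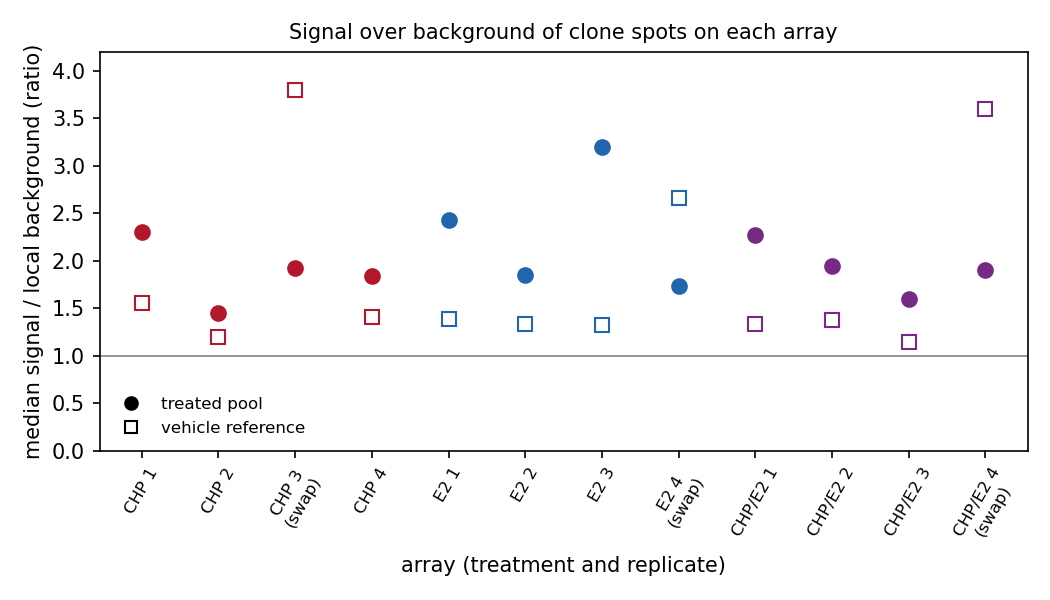
Median spot signal over local background (y axis, ratio without unit) of the treated and the reference RNA on each of the 12 arrays (x axis). The reference RNA reaches 2.66 to 3.80 on the 3 arrays with exchanged dyes and stays between 1.14 and 1.56 on the others.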

To get more clues on the molecular effects of E_2_ and the possible interference of pre-exposure with CHP with the responses to the hormone, we carried out a trascriptomic analysis on digestive gland RNA samples by means of the MytArray V1.1 1.7 K cDNA chip [31], [35] (Table S1). 

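Of the 1816 probes, 47 were differentially expressed (DEGs, B over 0 in limma) in at least 1 of the 3 treatments. At a Benjamini-Hochberg adjusted p under 0.05 in place of B over 0, 71 probes passed for CHP, 3 for E2 and 6 for CHP/E2. Without adjustment, at a p under 0.05, the numbers were 395, 152 and 230. Each ratio sets a treated pool against vehicle RNA, and the spread among vehicle pools enters the test only where the arrays of a treatment carry different vehicle pools. By the names of the scans, each treatment had at least 2 vehicle pool numbers. In 100 simulations without any effect of treatment, a single reference pool on all arrays gave medians of 95.5 DEGs for CHP, 95 for E2 and 95 for CHP/E2. With 4 reference pools, the number the labels give, the medians were 0, 1 and 1 and the highest numbers 5, 7 and 10, so the 8 of E2 and 14 of CHP/E2 lie little above them. The simulated pools had the full residual SD of each probe, and each replicate number had 1 pool in every treatment. By the scan names, CHP replicates 1, 2 and 4 had the vehicle pool numbers 2, 3 and 3. The simulated covariances between treatments lay above those of the arrays, so these highest numbers are no exact bounds, least of all for CHP.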

Dual color hybridisation microarray analysis unveiled a total of 148 differentially expressed genes (DEGs) in at least one out the three analyzed conditions (CHP, E_2_ and CHP/E_2_) (Fig. 3 and Table S1). CHP alone elicited the highest molecular responses displaying 81 DEGs of which 73% (n = 59) were up-regulated (Table S1). 

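Exposure to CHP changed 39 probes (2.15% of those tested), 25 of them higher and 14 lower than in the reference. The direction was the same on all 4 arrays for 38 of them. Every one of the 39 also passed the adjusted p, the largest of which was 0.0232. The largest rise was that of probe Myt01-008E11, whose log2 ratio was 1.82 ± 0.19 (SD, n = 4 arrays), a 3.53-fold increase (standard error 0.14, adjusted p = 7.3e-05 from limma). The largest fall was that of Myt01-008H06, with a log2 ratio of -1.95 ± 0.39 (SD, n = 4 arrays; standard error 0.17, adjusted p = 0.000123 from limma). The share of DEGs that were higher was 64.1%. With median centring in place of loess it was 82.4% (14 higher and 3 lower). Without CHP replicate 3, 22 probes passed, and with each treatment fitted alone 15 (10 of them higher). Larger numbers came from a dye term (92, 64 of them higher) and separate duplicate spots (80, 51 of them higher).

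**Figure D2:**
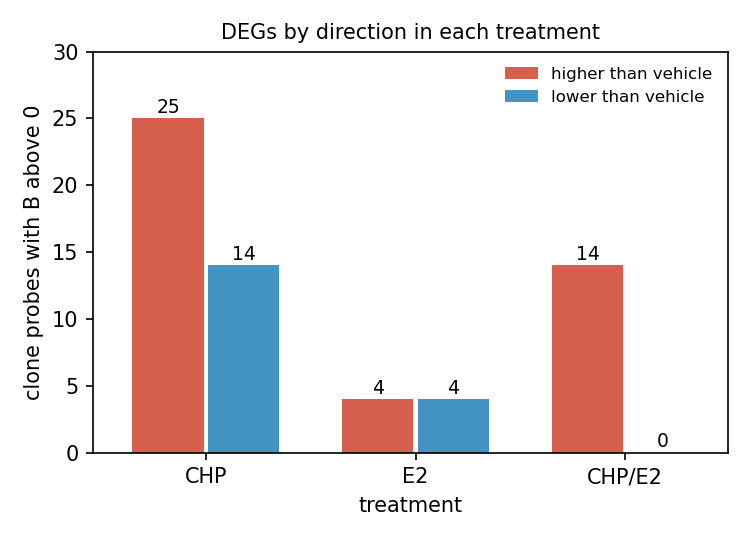
Number of probes with B over 0 (y axis) that were higher or lower than the reference RNA in each treatment (x axis). CHP had 25 higher and 14 lower, E2 4 and 4, and CHP/E2 14 and 0.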

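Injection of E2 changed 8 probes, 4 higher and 4 lower than in the reference, and CHP/E2 changed 14 probes, all higher. All of these had the same direction on their 4 arrays. With E2, the largest rise was that of Myt01-005E01, a log2 ratio of 0.72 ± 0.25 (SD, n = 4 arrays; standard error 0.098, adjusted p = 0.0091 from limma). Fitted on the 4 arrays of E2 alone, this probe no longer passed. The same probe had a log2 ratio of 0.35 ± 0.16 with CHP (SD, n = 4 arrays) and did not pass there. With CHP/E2, the largest rise was again that of Myt01-008E11, a log2 ratio of 2.00 ± 0.47 (SD, n = 4 arrays; adjusted p = 2.8e-05 from limma), whereas its ratio with E2 alone was 0.21 ± 0.06 (adjusted p = 0.739 from limma). Median centring gave 5 higher and 1 lower probe for E2, and other settings gave more DEGs: 17 with print-tip loess, 18 with scaling between arrays, 21 with a dye term, 35 with array weights and 40 with separate duplicate spots. The number for E2 was 5 without E2 replicate 2 and 4 without E2 replicate 4. For CHP/E2 it was 8 without CHP/E2 replicate 3, 9 without CHP/E2 replicate 4 and 5 with arrays of one pool number averaged, whereas a dye term gave 24 (23 higher, 1 lower), array weights 25 (22 higher, 3 lower) and separate duplicate spots 50 (46 higher, 4 lower). The first principal component of the residuals as a term, chosen after the results were seen, gave 50 for CHP/E2 (22 higher, 28 lower).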

In E_2_-treated mussels, microarray analysis displayed 44 DEGs with 29 up-regulations (66%), while the CHP/E_2_ group showed 65 DEGs, mostly up-regulated (53 genes, 81%). 

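Among the CHP/E2 DEGs, 9 (64.3%) were also DEGs of CHP, all higher in both, and 0 were DEGs of E2 in limma. At an unadjusted p under 0.05, 13 of the 14 passed with CHP and 0 with E2. The reference RNA is common to the 3 treatments and can itself give shared DEGs. In the simulations without an effect of treatment, a single reference pool gave a median of 46 shared DEGs between CHP and CHP/E2 (26 to 68) and of 47 between E2 and CHP/E2 (29 to 63). With 4 pools both medians were 0. A single shared pool also gave a covariance of about 0.144 between the mean ratios of CHP and CHP/E2 across the probes and 4 pools gave 0.0370 (0.0253 to 0.0522), whereas the arrays gave -0.0084, below both. For E2 and CHP/E2, which share no DEGs, the arrays gave 0.0161, also below a single pool (0.147) and 4 pools (0.0379, 0.0255 to 0.0587). These covariances take in 40 probes that varied widely between replicates, 0 of them DEGs. Their mean log2 ratio was 1.43, -0.63, 2.92 and 2.59 on the CHP arrays and -1.30, -1.70, -0.71 and 1.82 on the CHP/E2 arrays. The covariance was not recomputed without them, so it does not show how alike CHP and CHP/E2 were at the other probes. Without CHP/E2 replicate 3, or with arrays of one pool number averaged, 4 DEGs were shared between CHP and CHP/E2. Each treatment fitted alone gave 2, a dye term 16 and separate duplicate spots 24. For E2 and CHP/E2, separate duplicate spots gave 4 and a dye term 1. The first source plate of the clones held 6 of the 14 CHP/E2 DEGs; with that plate left out, a setting chosen after the results were seen, CHP/E2 had 8 DEGs and 4 were shared with CHP.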

About 41% of DEGs (n = 27) found in the CHP/E_2_ group overlapped with those modulated by CHP, whereas only the 8% (5 genes) was shared with E_2_. The expression of another set of 36 DEGs was modulated only in CHP/E_2_ samples (Fig. 3). 

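Passing in CHP/E2 and in neither single treatment, 5 probes were all higher than the reference, with a median log2 ratio of 0.42 (0.27 to 1.13). Their median log2 ratio was 0.21 with CHP and 0.05 with E2. Of the 5, 4 also passed with CHP at an unadjusted p under 0.05. Their number was 3 without CHP replicate 2, without CHP/E2 replicate 4, without E2 replicate 1 or without E2 replicate 3, and 1 without E2 replicate 2 or with arrays of one pool number averaged. Print-tip loess and median centring gave 9, array weights 15 and separate duplicate spots 24. Simulations without an effect of treatment gave 0 to 9 such probes with 4 reference pools and 22 to 51 with 1. This number is therefore not beyond what an absent effect gives under the pool settings of these simulations.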

A functional genomic analysis based on Gene Ontology term distribution was carried out to unravel the biological processes and molecular functions over-represented in each DEG list. To this aim, each set of GO (Gene Ontology) terms associated with a gene list was filtered against the reference set of GO terms associated with the whole array-sequence catalog by means of a hypergeometric statistics (Fisher's exact test, P<0.05). These results are summarized in Fig. 4 and Fig. 5 (see also Table S2). Moreover, to infer virtual biological interactions elicited by the joint action of the pesticide and E_2_, we used the same statistical approach to highlight GO terms that were over-represented in the E_2_ gene list with respect to the CHP/E_2_ group (Table 1).

**Figure 3:**
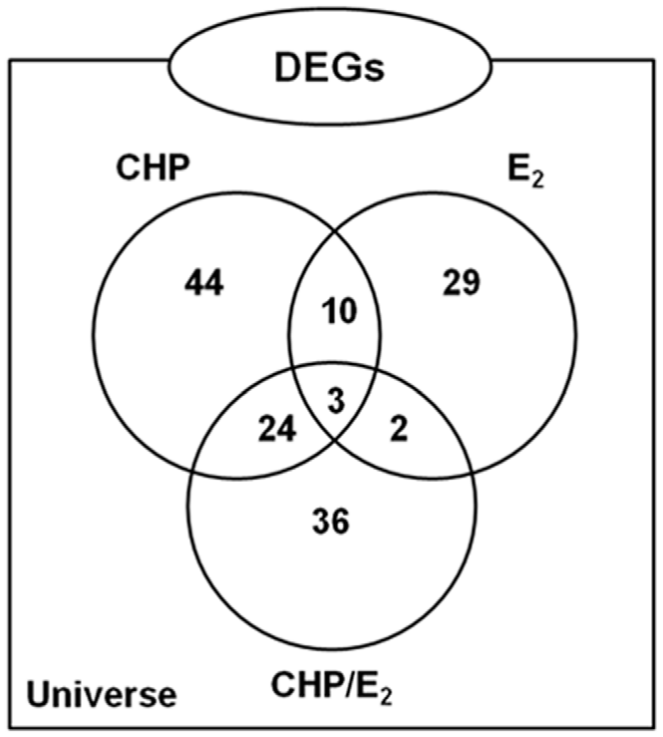
Venn diagram representation of gene expression patterns. The diagram clearly depicted that only two of the five overlapping genes were specifically shared between E_2_ and CHP/E_2_: AJ625117 with no annotation, and AJ516728, a putative dermatopontin. Data used to generate the Venn-diagram were obtained from microarray analysis (Table S1).

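In the arrays, 25 probes passed with CHP alone and 3 with E2 alone. The DEGs shared by CHP and E2 and absent from CHP/E2 were 5, of which 4 were lower and 1 was higher in both treatments. No probe was a DEG of limma in all 3 treatments, and the intersection of E2 and CHP/E2 held none either (1 of the E2 DEGs passed with CHP/E2 at an unadjusted p under 0.05). In the simulations without an effect of treatment, a single reference pool gave a median of 47 DEGs shared by CHP and E2 (30 to 67), and 4 pools gave 0 to 1.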

**Figure 4:**
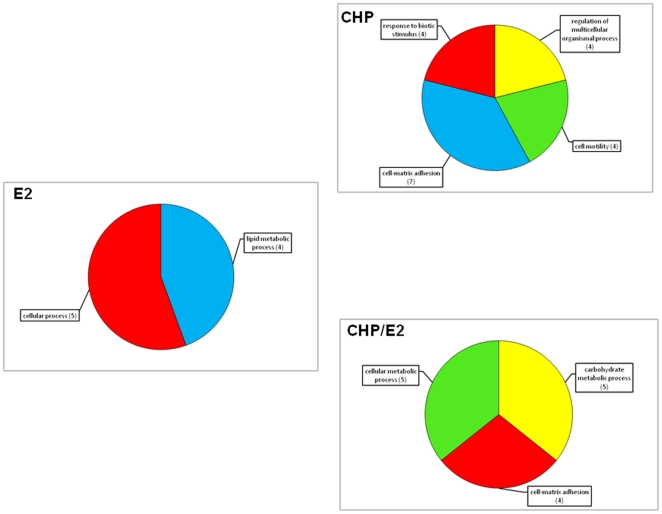
Functional genomics analysis: multi-level GO pie charts. The GO terms (biological processes) associated with the mussel sequences present in the array that resulted enriched by each treatment are reported (hypergeometric statistics, *p*<0.05). Due to the hierarchical structure of the GO tree, only the lowest nodes with at least four associated sequences were depicted. Additional information is given in Table S2.

**Figure 5:**
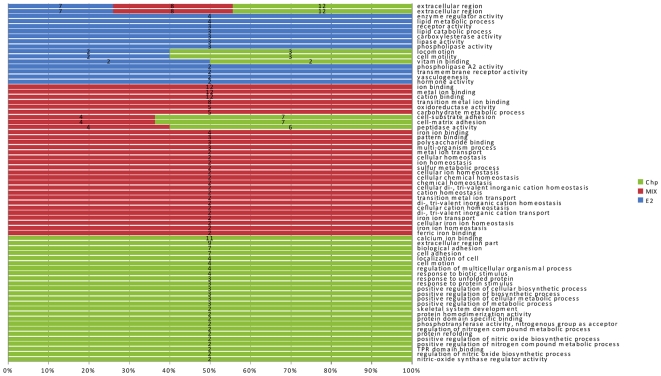
Functional genomics analysis: GO bar chart. GO terms (biological processes, molecular functions and cellular components) were obtained from a hypergeometric statistics (P<0.05) comparing the distribution of GO terms from each gene list with that obtained from the whole microarray catalogue. Bar length represents the relative frequency (%) of a GO term in each analyzed condition. Absolute frequencies of GO terms are also reported. Only GO terms with at least two associated genes were considered.

**Table 1:** E_2_ specific GO terms.

GO Term	Name	p-Value	**#** in test group	**#** in reference group	**#** non annot test	**#** non annot reference group
GO:0044425	membrane part	0.03	4	0	18	31
GO:0004871	Signal transducer activity	0.03	4	0	18	31
GO:0060089	molecular transducer activity	0.03	4	0	18	31
GO:0004872	receptor activity	0.03	4	0	18	31
GO:0016020	membrane	0.04	5	1	17	30

Hypergeometric statistics was used to compare the GO term distribution in the E_2_ gene list *vs* the CHP/E_2_ group to identify processes characteristic of the hormone. **# in test group**: number of genes associated with each respective GO term into the test group (E_2_); **# in reference group**: number of genes associated to each respective GO terms into the reference group (CHP/E_2_); **# non annot test**: number of genes not annotated into the test group (E_2_); **non annot in reference group**: number of genes not annotated into the reference group (CHP/E_2_).

RT-Q-PCR analysis was further carried out to confirm the expression of selected genes: two homologue GM2-Activator Protein (AP) genes (AJ624495, AJ624405), hexosaminidase (AJ623463) and actin (AJ625116) (Fig. 6). Vehicles (DMSO or Ethanol, alone or in combination) did not affect the expression of the genes considered in this study (data not shown). As shown in Fig. 6, GM2-AP genes showed two opposite expression trends characterized, in general, by an up-regulation of AJ624495 and down-regulation of the cognate sequence AJ624405. The expression of the latter gene was significantly affected by CHP and E_2_ alone, whereas that of AJ624495 was significantly increased only in response to the hormone. By contrast, hexosaminidase and actin expression patterns were not significantly affected in any experimental condition. The pattern of GM2 AJ624495, as well those of hexosaminidase and actin obtained from RT-Q-PCR fitted with the outcome of microarray data (Table S1).

**Figure 6:**
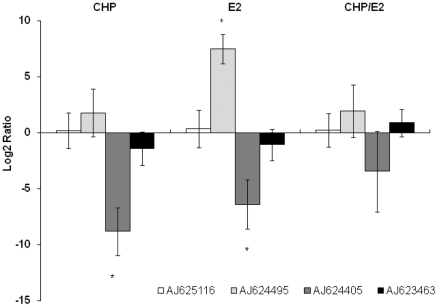
RT-Q-PCR analysis. Actin (AJ625116); GM2-activator protein: GM2-AP (AJ624495), GM2-AP (AJ624405); hexosaminidase (AJ623463). The actin gene analyzed by RT-Q-PCR, which showed no expression changes from microarray analysis, was included in this survey as a confirmation of the normalization process based on the expression of the 18S rRNA. Log2 group mean relative expression levels with respect to control (DMSO/ETOH) ±SD (n = 4) are reported; * = p<0.05 Mann-Whitney U test.

## Discussion

In this work, the hypothesis that in *M. galloprovincialis* digestive gland pre-exposure to CHP may interfere with the molecular and cellular responses to the natural hormone E_2_ was investigated. To this aim, a combination of core biomarkers -i.e lysosomal parameters- and gene expression/functional genomic techniques was utilised. Moreover, the present study represents the first investigation on the effects of natural estrogens in a molluscan species based on a transcriptomic approach. Both CHP and E_2_ individually have been previously shown to induce dose-dependent effects on different biomarkers and gene expression in mussel digestive gland [31], [32]. The results here presented demonstrate that pre-exposure of mussels to sublethal concentrations of CHP affects the responses to E_2._

The CHP exposure dose corresponded to the EC_50_ values previously obtained in CHP toxicity assessment in the same experimental conditions, utilising LMS data, showing a clear dose-response trend with exposure [31]. Under these conditions, about 40% inhibition of digestive gland acetylcholinesterase activity, evaluated as a specific biomarker of exposure to the organophosphate pesticide, was observed [38].

The E_2_ injection protocol was utilized instead of estrogen addition in artificial sea water-ASW since this protocol of exposure to E_2_ in the physiological nM concentration range allowed the evaluation of the effects of the hormone on both digestive gland and immune function in *M. galloprovincialis* [32], [33], [39], probably bypassing the *in vivo* homeostatic control of E_2_ levels by steroid esterification in the tissues [40]. The effects of E_2_ were apparently mediated by non-genomic mechanisms [39], [41]. In the digestive gland, responses of lysosomal biomarkers to E_2_ injection indicated dose-dependent decrease in LMS and increase in NL accumulation, with no effect on lipofuscin accumulation [32].

### Effects of CHP, E_2_ and CHP/E_2_ on lysosomal biomarkers and individual gene expression

Both CHP and E_2_ alone induced lysosomal destabilisation and a larger effect was recorded in CHP/E_2_-exposed mussels. On the other hand, although neither treatment significantly affected the lysosome/cytoplasm volume ratio, or lipofuscin accumulation, in CHP/E_2_ exposed mussels a significant increase in both parameters was observed. CHP induced strong NL accumulation as already reported [31], whereas a smaller effect was observed with E_2_ [32]; however, the effect of CHP was dramatically reduced in E_2_-injected animals. These data indicate that the organophosphate pesticide and the natural estrogen can exert not only additive, but also synergistic and antagonistic effects on lysosomal biomarkers. Interactive effects of CHP and E_2_ were also observed on the expression of individual genes. In mussel digestive gland, CHP and E_2_ induced a synergistic effect on the GST-π mRNA levels, the main GST isoform expressed in mussel tissues [42], whereas an additive effect was observed on catalase up-regulation. In differentiating PC12 cells, a well-established neurodevelopmental model, CHP elicited significant up-regulation of catalase and of various GSTs [22].

In mammals, recent studies showed that not only acetylcholine systems but also developing serotonin (5HT) systems may be sensitive to organophosphates, with exposure producing long-term changes in 5HT synaptic function and associated behaviors (see [16] and references quoted therein). Our data indicate that in mussel digestive gland CHP induced down-regulation of the 5-HT Receptor-; a similar effect was elicited by E_2_, as previously described in the mantle [36], whereas no significant effects were observed in CHP/E_2_ treated mussels.

In mammalian cells, organophosphorous pesticides also possess the ability to interfere with the ERα and ERβ mRNA steady state levels [24], according to the reported weak estrogenic properties of the pesticide [7]. Both CHP and E_2_ induced downregulation of the MeER2 gene in mussel digestive gland; however, no differences were observed in mussel exposed to CHP/E_2_ with respect to individual treatments. Although increases in MeER2 expression were found in *Mytilus* tissues in response to E_2_ [32], [43], decreases in MeER2 mRNA levels in female digestive glands (this study), as well as in the gonad of mature females observed in response E_2_ [43] suggest that E_2_-induced receptor downregulation may occur in female tissues at certain stages of gametogenesis.

### Evidence for seasonal dependent effects in the response to Chlorpyrifos

In marine bivalves, and in particular in *Mytilus spp.*, seasonal changes have long been described in different parameters, from the molecular to the organism level, in relation to differences in both abiotic and biotic factors, such as temperature, food availability and reproductive stage [44]. These in turn have been shown to affect the responses to contaminant exposure [44], [45]. A clear temporal pattern in gene expression profiles has been recently described in the tissues of a natural mussel population of *M. galloprovincialis* sampled over an annual cycle, according to physiological changes in metabolic processes related to the reproductive stage [46]. In the digestive gland of female mussels largest differences were observed between January and June-July, but also between March (spawning stage) with respect to October (developing stage). These data were in line with the key features of the annual reproductive cycle of *Mytilus spp*.

The effects of CHP exposure on mussel digestive gland have been recently characterized by a combination of a biomarker/transcriptomic approach, utilising mussels sampled in March, during the mature stage of the gonad [31]. In the present work, experiments were carried out in mussels collected in fall (October), when most female individuals were in the immature-developing stage (not shown). In general, the results of lysosomal biomarkers displayed similar outcomes with respect to LMS and NL accumulation in the two experiments; on the other hand, the lysosome/cytoplasm ratio was affected by CHP exposure in March [31], but not in October [this work]. Since pollutant-induced increase in lysosome activity involves autophagic processes, reduction of the cytoplasm of the cells and consequent adverse effects at the tissue level [47], these data indicate the occurrence of a less severe stress syndrome induced by the pesticide in mussels sampled in fall.

This observation is supported by data obtained at the molecular level, where more marked seasonal differences in the response to CHP were observed. The number of DEGs found in the present study was twice as high as that previously observed (81 vs 43), with only 6 genes in common: the two mam domain containing 2 (AJ624363; AJ624502), ferritin (AJ625268); heat shock protein 90 (AJ625974), a mucin-like protein (AJ624419) and an unknown sequence (AJ625629). Moreover, the mRNA level of a 3′-Phosphoadenosine-5′-phosphosulfate (PAPS) synthetase gene (AJ624309), a coenzyme in sulphotransferase reactions in phase II of xenobiotic biotransformation, sharply increased in response to CHP only in the digestive gland of animals samples in fall (Table S1). The CHP-induced up-regulation of genes involved in carbohydrate metabolism, in particular those related to chitinase activities, observed in mussels sampled in March [31], were no longer observed in mussels sampled in October (this study). Also relative abundances of mRNA for the two GM2-AP genes, although showing the same trend in response to CHP, were very different. Overall, these data further support the hypothesis that seasonal changes in the physiological status can significantly affect the response of mussel tissues to contaminants, not only at the biochemical level, but also at the transcriptional level.

### Effects of E_2_ on transcriptomics

Administration of E_2_ by injection into the mussel vascular system resulted in the modulation of 44 genes (about 2.5% of sequences present in the array), 23 of which bore a functional annotation (GO terms) assigned by the Blast2GO system [48]. 

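With E2, 0.44% of the tested probes were DEGs. Their median absolute log2 ratio was 0.79, and their largest adjusted p was 0.108 in limma. When changes were added to simulated arrays with the residual SD of each real probe, the same test found 49.3% of the probes with a change of 0.5 on the log2 scale in E2, 85.1% of those with a change of 1 and 98.5% of those with a change of 2, with 0 false calls. The simulated changes were placed on 200 of the probes, and the noise was independent between probes and arrays. On the real arrays a first component held 63.5% of the variance, so the absence of false calls cannot be carried over to them. At 4 arrays, changes of 0.5 or less, and some changes of 1, can go undetected.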

Functional genomics indicated that about 50% of the annotated DEGs found in response to E_2_ injection are involved in primary metabolic processes (n = 12), such as lipid catabolism (Fig. 4, 5). Among these, two sequences coded for phospholipase A (PLA) (Table S2). E_2_ also induced an increase in the mRNA level of calmodulin gene, which might indicate effects on Ca^2+^ homeostasis. E_2_ was previously shown to induce an intracellular [Ca^2+^] rise in mussel hemocytes *in vitro* [41], [49]. Moreover, in these cells, activation of Ca^2+^-dependent PLA_2_ was involved in mediating E_2_-induced lysosomal membrane destabilization [49]. The results obtained *in vivo* on digestive gland lysosomal biomarkers support the hypothesis of a similar mechanism driven by E_2_ also in the digestive gland cells, possibly involving Ca^2+^ homeostasis and PLA_2_ in modulation of gene expression.

Another gene involved in lysosomal lipid metabolism, whose expression was modulated by E_2_, coded for the ganglioside GM2-Activator Protein (GM2-AP) (AJ624495). The GM2-activator is a glycoprotein required for the *in vivo* degradation of ganglioside GM2 by hexosaminidase A [50]. Indeed, two highly homologue GM2-AP genes are represented in the Myt-array V1.1 and therefore the correct expression pattern was investigated by Taqman multiplexed RT-Q-PCR (Fig. 2). This analysis not only confirmed the over-expression of the AJ624495 GM2-AP sequence in E_2_-treated samples, but also showed a large decrease in the cognate mRNA level (AJ624405) (Fig. 6). The discrepancy between microarray and RT-Q-PCR data was probably due to the high sequence homology of GM2-AP genes which could not be discriminated merely by the use of a hybridization based assay. Previous studies carried out by our research group indicated that such peculiar expression trend in GM2-AP sequences was found in response to various toxic chemicals and that it might be related to a lysosomal lipidosis syndrome [31]. However, further investigation is required to elucidate the role of such genes in lysosomal lipid homeostasis of mussel digestive gland.

In E_2_-treated samples transcriptomics and further GO terms analysis based on functional genomics also underlined the occurrence of virtual biological processes and molecular functions typical of a hormone-induced response. Indeed, specific GO terms such as “hormone response”, “receptor activity”, “vasculogenesis” and “heart development” were over-represented in the E_2_ DEG list (Fig. 5). Linked to the GO term “hormone response” are the mucin-like genes (AJ624419; AJ516390), that were over-expressed in response to E_2_, and the proto-oncogene myc, that was instead down-regulated (Table S1). Mucin genes are known to be up-regulated by estradiol and the secretion of such proteins is known to increase in a variety of normal and tumor mammalian cells [51], [52]. Other genes associated with the GO terms vasculogenesis and heart development might be implicated in some developmental processes of smooth muscle cells. Among genes bearing those features, we found two mam-domain containing-2 proteins (AJ624363; AJ624502) that are involved in angiogenesis [53], and an integrin beta-1 gene (fibronectin receptor beta, AJ626301) putatively implicated in myogenesis [54]. E_2_ injection in mussels also elicited the over-expression of several other muscle proteins such as tropomyosin (AJ625392), paramyosin (AJ624823) and catchin (AJ625393), a variant of myosin (Table S1).

### Chlorpyrifos pre-exposure abolished the E_2_ specific molecular fingerprint

Our data show that mussel pre-exposure to sublethal concentrations of CHP affected the transcriptomic fingerprint obtained in response to E_2_ alone. This was clearly depicted by the fact that only two genes, dermatopontin (AJ516728) and an unknown sequence (AJ625117), were specifically in common (3.1%) between the E_2_ and CHP/E_2_ DEG lists (Fig. 3). Conversely, much more similarity was found between CHP and CHP/E_2_ treatments, as these two conditions displayed 24 (37%) identical DEGs (Fig. 3; Table S1). Furthermore, functional genomic analysis showed that a relevant part of this common set of sequences were found associated with the same over-represented GO terms. These findings indicate that CHP pre-exposure could virtually influence functional responses to E_2_ abolishing the estradiol-like molecular responses (Fig 4, 5; Table S2). It is worth noting that most sequences obtained for the CHP/E_2_ group by means of microarray analysis represented unique genes (Fig. 3; Table S1), that might give rise to unique molecular functions and/or virtual biological processes (Fig. 5). These data support the hypothesis that contaminants like pesticides can show novel, unpredictable modes of action when interfering with natural/endogenous compounds such as hormones. 

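The 8 DEGs of E2 had a median absolute log2 ratio of 0.094 in CHP/E2. They were chosen by their ratios on the E2 arrays, so a smaller ratio in CHP/E2 is partly fixed by the choice. The same holds for their difference from E2. The difference between CHP/E2 and E2, which tests the effect of the pre-exposure itself, passed for 2 of the 8, Myt01-008H06 and Myt01-009F03. Both were lower with E2 and near the reference with CHP/E2, and the differences were 1.31 and 1.31 on the log2 scale (adjusted p = 0.0744 for each in limma, so that they passed B over 0 and not the adjusted p). Across all probes, 6 passed for this difference, all higher in CHP/E2, and 161 at an unadjusted p under 0.05. The largest was that of Myt01-008E11, at 1.79 (standard error 0.19, adjusted p = 0.00296 from limma). On the slide that carried E2 replicate 3 and CHP/E2 replicate 3, Myt01-008H06 was 1.74 higher in CHP/E2, Myt01-009F03 1.64 and Myt01-008E11 1.27. The difference for Myt01-005E01 was -0.64 and did not pass (adjusted p = 0.157 from limma). Without CHP/E2 replicate 3 or without E2 replicate 2, 3 or 4, 2 probes passed for the difference in place of 6; 1 passed with median centring or with the adjusted p, 3 with each treatment fitted alone, 11 with scaling between arrays or a dye term, 21 with array weights and 28 with separate duplicate spots. The calls of Myt01-008H06 and Myt01-009F03 ended in 6 of the 12 fits that left out 1 array and with median centring, and that of Myt01-009F03 also with arrays of one pool number averaged.

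**Figure D3:**
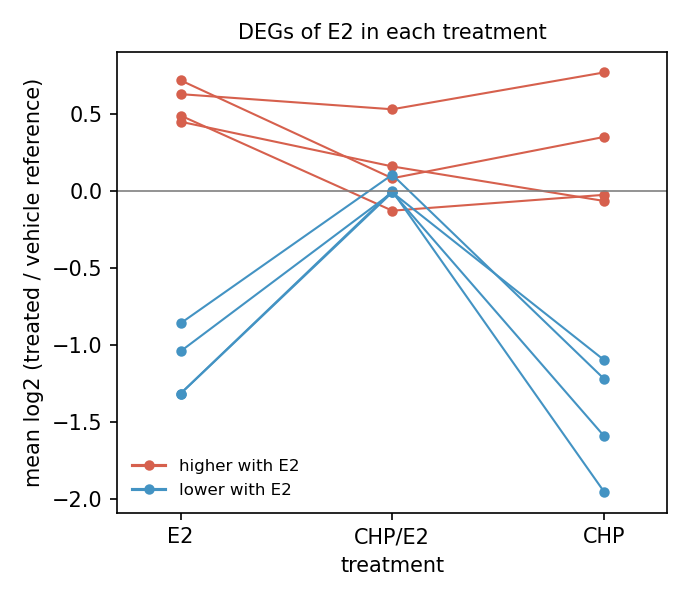
Mean log2 ratio to the reference RNA (y axis) of the 8 DEGs of E2 in E2, CHP/E2 and CHP (x axis), each line standing for 1 probe. The median absolute ratio is 0.79 in E2 and 0.094 in CHP/E2. The probes were chosen by their E2 ratios, which partly fixes smaller ratios in the other treatments.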

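The 39 DEGs of CHP had a median absolute log2 ratio of 0.30 in CHP/E2. Their choice by the ratios on the CHP arrays partly fixes smaller ratios in the other treatments. At an unadjusted p under 0.05, 20 of them passed with CHP/E2. In E2, their median absolute log2 ratio was 0.22, and 14 passed at an unadjusted p under 0.05. The probes shared by CHP and CHP/E2 had median log2 ratios of 0.82 with CHP, 0.69 with CHP/E2 and 0.21 with E2. For these, the difference between CHP/E2 and CHP passed for 0 in limma and for 1 at an unadjusted p under 0.05. Over all probes, 3 passed for this difference, all higher in CHP/E2, and 247 at an unadjusted p under 0.05. The number was 20 without CHP replicate 2 and 5 without CHP replicate 3, without CHP/E2 replicate 2 or without CHP/E2 replicate 4. Between CHP and E2, 4 probes differed (16 without CHP replicate 2), among them Myt01-008E11, whose log2 ratio was 1.61 higher with CHP (adjusted p = 0.00409 from limma; it did not pass after scaling between arrays).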

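The probes lowered by each single treatment were near the reference in the combination. The sum of the log2 ratios of CHP and E2 was set against that of CHP/E2, and this departure from additivity passed for 10 probes, 6 above and 4 below the sum. Myt01-008H06 fell with CHP and had a log2 ratio of -1.32 ± 0.31 with E2 (SD, n = 4 arrays; -0.86 on E2 replicate 1 and -1.49 to -1.42 on the others) and of -0.00 ± 0.38 with CHP/E2. Its departure from additivity was 3.27 (standard error 0.29, adjusted p = 0.00035 from limma), and CHP/E2 exceeded CHP by 1.95 (standard error 0.23, adjusted p = 0.00786 from limma). Myt01-009F03 had log2 ratios of -1.59 ± 0.35 with CHP, -1.32 ± 0.42 with E2 and -0.01 ± 0.33 with CHP/E2 (SD, n = 4 arrays each), with a departure of 2.90 (adjusted p = 0.000738 from limma). With median centring, neither probe passed with E2. The 4 probes that were lower in both CHP and E2 were chosen by ratios that enter the departure, so their departures are not an independent test. Their log2 ratios in CHP/E2 lay between -0.01 and 0.11 (0 DEGs in limma, and 0 at an unadjusted p under 0.05). Their ratios followed one another over the 12 arrays, with a lowest pairwise correlation of 0.887 between probes, so they are not 4 independent observations. In the other direction, Myt01-005E01 rose with E2 and had a log2 ratio of 0.08 ± 0.19 with CHP/E2 (SD, n = 4 arrays), a departure of -0.99 (standard error 0.17, adjusted p = 0.0431 from limma) that did not pass without background correction.
The reference RNA does not cancel in the departure from additivity. With a single reference pool and no effect of treatment, the simulations gave a median of 18 such probes (8 to 29), and with 4 pools a median of 0. The number was 5 without CHP replicate 1, 17 without CHP replicate 2 and 5 without CHP/E2 replicate 3. Median centring gave 5, array weights 19, a dye term 20 and separate duplicate spots 37. Over all probes, 246 departed from additivity at an unadjusted p under 0.05. From the few DEGs that E2 and CHP/E2 had in common, the larger overlap of CHP with CHP/E2 and the GO terms of these lists, the paper proposes that pre-exposure to CHP could abolish the molecular responses to estradiol. It adds that single genes in RT-Q-PCR showed the same trend and that the lysosomal biomarkers reflected such effects, neither of which the arrays measure.

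**Figure D4:**
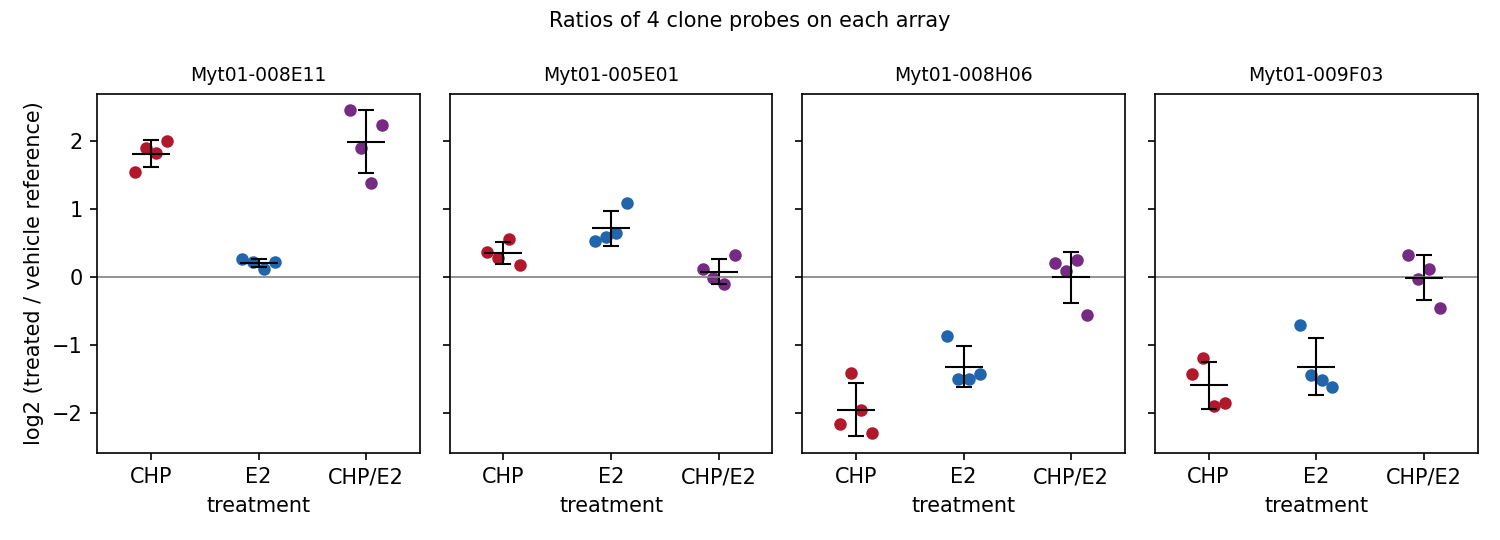
Log2 ratio to the reference RNA (y axis) of 4 probes on each array of the 3 treatments (x axis), with the mean and SD of the 4 arrays. Myt01-008H06 and Myt01-009F03 lie near -1.32 with E2 and near 0 with CHP/E2, and Myt01-008E11 lies at 1.82 with CHP and 2.00 with CHP/E2.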

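For the probes that passed with CHP/E2 only, the difference between CHP/E2 and each single treatment was tested in the same fit. It passed for 0 of the 5 against CHP and for 0 against E2 in limma. At an unadjusted p under 0.05, 2 differed from CHP and 5 from E2. In simulated arrays, a difference of 1 on the log2 scale between CHP/E2 and CHP was found for 76.1% of the probes and a difference of 0.5 for 23.9%, so differences of the size of their ratios were often not detectable at 4 arrays per treatment.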

The results obtained on the expression of individual gene sequences by RT-Q-PCR also displayed this trend (Fig. 2). These effects were also reflected at the cellular/tissue level, as indicated by biomarker data showing interactive outcomes at lysosomal level.

### Conclusions

The results presented in this work indicate that CHP exposure affects the responses of mussel digestive gland to the natural estrogen E_2_. In mussel cells, E_2_ has been shown to activate both Ca^2+^- and kinase mediated transduction pathways [38], [40]. In particular, E_2_ activates PKC (protein kinase C) and MAPK (Mitogen activated protein kinase) signaling, leading to increased phosphorylation of different transcription factors, including STAT members (Signal Transducers and Activators of Transcription) and CREB (Cyclic AMP Responsive Element Binding Protein) [39], [41]. In the digestive gland, both genomic and non-genomic modes of action involving ER-like receptors, as well as receptor-independent mechanisms, may participate in mediating the effects of E_2_. In this tissue, E_2_ was shown to modulate the lysosomal function as well as lipid and carbohydrate metabolism [33]; the results of microarray data confirm that E_2_ can affect the expression of genes related to the lysosomal function and lipid metabolism, supporting the hypothesis that estrogens may also play an indirect role in gametogenesis, by affecting nutrient metabolism and accumulation. As to the possible mechanisms by which CHP could interfere with estrogen action, non anti-cholinesterase mechanisms of CHP toxicity involved altered PKC, MAPK and Ca^2+^-AMPc signaling [19], [20], [55], [56]. Overall, our results support the effectiveness of a biomarkers/genomics approach to assess the effects of 17β-estradiol in the digestive gland of the marine mussel *M. galloprovincialis*, and demonstrate that sublethal amounts of an organophosphate pesticide, such as CHP, are able to interfere with the responses to natural estrogens. In this light, our data also indicate that CHP can act as an endocrine disrupter in the digestive gland of mussels.

## Materials and Methods

### Animals and treatments

Mussels (*Mytilus galloprovincialis* Lam.) (5–6 cm length) were obtained from a mussel farm in Cesenatico (RN, Italy) in October 2006, and transferred to aquaria with recirculating aerated seawater collected offshore, at a density of 1 animal/L. After an acclimation of 6 days at 16°C, groups of mussels were kept in static tanks (1 animal/L seawater) and exposed to different experimental conditions. Groups of mussels (4 of 15 animals each) were exposed for 72 h to CHP (4,5 mg/l ASW) from a stock solution in DMSO. The same number of control animals were added with the same amount of vehicle (final DMSO concentration 0.02%). CHP was administered every day, together with a commercial algal preparation (Liquifry, Interpret Ltd., Dorking, Surrey, UK) and seawater renewed every two days. After exposure, half of control and CHP-exposed mussels were injected into the posterior adductor muscle with 50 µl of an E_2_ solution (0.5 µM) (from a 10 mM stock solution in ethanol diluted in ASW), using a sterile 0.1 ml syringe as previously described [32], [39], [41]. The remaining mussels were injected with 50 µl of a solution of ASW containing an equal amount of ethanol (0.05%). After injection, mussels were kept in separate tanks in clean ASW and tissues sampled after 24 h.

The CHP concentration used corresponded to the EC_50_ calculated from data on digestive gland LMS, previously utilized as the guide biomarker in CHP toxicity assessment [31]. The nominal E_2_ concentration (6,75 ng/g dw, 25 pmoles/ml hemolymph) was chosen on the basis of previous data on the effects of E_2_ exposure on mussels in similar experimental conditions [32], [39], [41], on the circulating levels of free E_2_ in the hemolymph (about 3 pmoles/ml), and taking into account an average dry weight of whole animal soft tissues of about 1 g.

In all experiments female individuals -screened by microscopic inspection of Toluidine blue stained cross sections (2 µm) of resin embedded mantle biopsies- were used for subsequent analyses. Most individuals (about 87%) were in the I-II stage, indicating immature-developing gonad, with small percentages in the III or IV stage (ripe, spawning). After treatments, digestive glands were rapidly removed, frozen in liquid N_2_ and stored at −80°C. For transcriptomics, tissues were kept at −20°C in a RNA preserving solution (RNA Later, Sigma-Aldrich); for histochemistry, tissues were mounted on aluminum chucks and frozen in super-cooled n-hexane and stored at −80°C.

### Lysosomal biomarkers

Lysosomal membrane stability-LMS, lysosomal neutral lipid (NL) and lipofuscin (LF) content, and lysosomal/cytoplasm volume ratio, were evaluated in duplicate cryostat sections of 5 digestive glands according to [57]. Sections (10 µm) were cut with a Leica cryostat, flash-dried by transferring them to room temperature, and then stained for *N*-acetyl-β-hexosaminidase activity [58]. LMS was evaluated by assessment of latency of lysosomal N-acetyl-β-hexosaminidase (min). Representative images of lysosomal staining in different experimental conditions are reported in Fig. S1. Lysosomal staining intensity was obtained by means of an inverted Axiovert microscope (Zeiss) at 400×magnification, connected to a digital camera (Axiocam, Zeiss). Digital image analysis was carried out using the Scion Image software package (Scion Corp. Inc.) from 8-bit gray scale images. Data were expressed as percent LMS values with respect to controls.

Neutral lipid content was evaluated in cryostat sections of digestive glands fixed in calcium-formaldehyde (2% Ca-acetate (w/v), 10% formaldehyde (v/v)) for 15 min at 4°C, followed by a rinsing step with de-ionised water, and incubation with 60% triethylphosphate (TEP) for 3 min. The sections were then stained with Oil Red-O (1% in 60% TEP) for 30 s, rinsed with de-ionised water, and mounted in 20% (v/v) glycerol. Lipofuscin content was determined using the Schmorl reaction on cryostat sections fixed in calcium-formaldehyde and rinsed with de-ionised water, as described for the neutral lipid assay, followed by a 5 min incubation step with 1% Fe_2_Cl_3_, 1% potassium ferrocyanide in a 3∶1 ratio [57]. The sections were rinsed with 1% acetic acid and mounted in 20% (v/v) glycerol. Neutral lipid and lipofuscin content were quantified by digital image analysis of stained sections, as described for the LMS assay.

Lysosome/cytoplasm volume ratio was determined on the same sections used for LMS determination by evaluating the cytoplasmic and lysosomal areas [58], [59].

### Quantitative RT-PCR analysis

>Total RNA was extracted from pools of 6 digestive gland pieces using the TRI-Reagent (Sigma-Aldrich). RNA was further purified by precipitation in the presence of 1.5 M LiCl. The quality of each RNA preparation was verified both by UV spectroscopy and TBE agarose gel electrophoresis, in the presence of formamide as previously described [60]. Expression levels of GSTπ [GeneBank: AF527010], Catalase [GeneBank: AY743716], serotonin (5-HT) receptor [GeneBank: AB526218] and *Mytilus* estrogen receptor 2 (MeER2) [GeneBank:AB257133] were evaluated as previously described [36]. Aliquots of 1 µg RNA were reverse-transcribed into cDNA using 200 units RevertAid H Minus M-MuLV Reverse Transcriptase (Fermentas Italy, M-Medical, Milan), in presence of 200 ng of Random Examers (Fermentas), 1 mM dNTPs (Fermentas) at 42°C for 60 min in a reaction volume of 20 µl. The cDNA was used to amplify the genes of interest using a Chromo 4™ System real-time PCR apparatus (Biorad Italy, Segrate, Milan). Proper aliquots of the RT mixture were diluted to a final volume of 20 µl in presence of iTaq SYBR Green Supermix with Rox (Biorad) and 0.25 µM of each specific primer pairs (TibMolBiol, Genoa, Italy). The primer pairs used and their accession numbers are shown in Table S1. Thermal protocol consisted of 3 min initial denaturation at 95°C followed by 40 cycles: 15 s at 95°C, 30 s at 55°C (30 s at 54°C for MeER2; 30 s at 60°C for 5-HT Receptor), 20 s at 72°C. A melting curve of PCR products (55–94°C) was also performed to ensure the presence of artifacts. Expression level of 18S did not change in samples obtained from different experimental conditions (data not shown). Therefore, expression of the genes of interest was normalized using the expression levels of 18S as a reference [37]. Relative expression of target genes in comparison with that of the 18S mRNA reference gene was conducted following the comparative Ct threshold method [61] using the Biorad software tool Genex-Gene Expression MacroTM [62]. The normalized expression was then expressed as relative quantity of mRNA (relative expression) with respect to the control sample. Data are the mean ±SD of at least 4 samples measured in triplicate.

For validation of microarray data, Multiplex TaqMan gene expression assay was used to assess the expression of actin [GeneBank:L33452], GM2-activator [GeneBank:AJ624495, GeneBank:AJ624405] and hexosaminidase [GeneBank:AJ623463] genes as described in [31].

### Microarray hybridization analysis

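The labels of the arrays count 4 vehicle pools, and the names of the scans give the number of the vehicle pool for 9 of the 12 arrays. The 3 treatments were hybridized on 7 slides, most of which carried 1 treatment; 1 slide carried E2 and CHP/E2, and 1 carried CHP and E2. The reference RNA had the lower median intensity on most arrays, at 38 to 505 against 53 to 309 for the treated RNA. A reference common to all treatments cancels in the difference between treatments, and in 100 simulations without effects a single reference pool gave a median of 0 probes for each of the 3 differences (at most 4, 4 and 3). The simulations gave each replicate number the same pool in every treatment, so the cancelling was built in. By the scan names, CHP replicates 1 and 2 had the pool numbers 2 and 3, and those of E2 and CHP/E2 had 1 and 2. Whether the reference cancels in the differences of CHP from the other treatments was therefore not tested.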

Competitive, dual color microarray hybridization analyses were performed on the same RNA samples used for RT-Q-PCR analysis following a common reference design in which each experimental condition was hybridized against the same reference condition, i.e. digestive gland tissue from vehicle treated animals. 

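Replicate arrays of one treatment were compared over the log2 ratios of all tested probes, which are not independent observations. The median correlation over the 6 pairs of replicates was 0.330 for CHP (-0.324 to 0.844), 0.234 for E2 (0.0721 to 0.514) and 0.178 for CHP/E2 (-0.427 to 0.669). The duplicate spots of one array correlated at 0.805 to 0.956. Deviations from the mean of the treatment were compared between arrays with the same replicate number. For E2 and CHP/E2, whose replicates 1 to 3 share vehicle pool numbers in the names of the scans and whose replicates 4 both have exchanged dyes, the correlations were 0.429, -0.220, 0.133 and 0.545. For CHP with the other treatments they were -0.453 to 0.605. With the replicate number as a block, 4 probes differed between CHP/E2 and E2.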

Four different biological replicates were used to analyze each condition. One replicate per array was used. Microarray analysis was performed using the MytArray platform [35] (V1.1) essentially as described in [60]. 

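The scanner files hold the mean intensity of each spot and the median of its local background, before any correction. The authors' deposited values are normalized log2 ratios with medians of -0.02 to 0.02 per array. Ratios recomputed from the scanner intensities correlated with them at 0.881 to 0.979 over the probes of each array. A single limma fit over the 12 arrays had 3 coefficients, 1 per treatment, from which 7 comparisons were drawn, and gave a prior SD of 0.162 with 2.03 prior degrees of freedom. On simulated arrays with known changes in CHP, this fit found 79.1% of the probes with a change of 1 on the log2 scale and 95.5% of those with a change of 2, with 0 false calls. The simulated noise was independent between probes and arrays, unlike that of the real arrays. For the departure from additivity, it found 13.4% of changes of 0.5, 64.2% of changes of 1 and 90.9% of changes of 2.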

Pre-processing and differentially expressed genes were obtained by means of the R based package LIMMA [60], [63] through the implementation of empirical Bayes statistics. B>0, where B-statistics represents the log-odds that that gene is differentially expressed.

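B depends on the assumed share of changed probes, which was limma's default of 0.01, and it does not control the false discovery rate. Of the DEGs called by B over 0, 39 of CHP, 3 of E2 and 6 of CHP/E2 also had an adjusted p under 0.05. The largest adjusted p of a CHP/E2 DEG was 0.0706. For the comparisons between treatments, an adjusted p under 0.05 was reached by 2 probes for CHP/E2 against CHP, 1 for CHP/E2 against E2, 3 for CHP against E2 and 5 for the departure from additivity.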

### Functional genomic analysis

Functional characterization of mussel genes present in the array was based on Gene Ontology annotation and it was carried out by means of the universal platform Blast2GO (B2GO) [48], using default parameters. GO term enrichment analysis was carried out through the implementation of a hypergeometric statistics (p<0.05).

MIAME compliant microarray data (including a detailed description of each hybridization experiment) were deposited in the Gene Expression Omnibus (GEO) database, with the superSeries unique identifier GSE26222.

## Supporting Information

Table S1 **Microarray gene expression profiles.** For each experimental condition (CHP, E_2_, CHP/E_2_) the embl gene ID (Gene) and the putative description assigned by means of the bioinformatic platform Blast2GO [48] are reported; M  =  log2 gene relative expression level; B  =  empirical Bayes log odd; Adj P  =  adjusted p value according to 64. A gene was considered differentially expressed when a B>0 value was obtained according to the empyrical Bayes B-statistics 65. B values lower that 0 are shown in red.
(PDF)

Table S2 **Supplementary information to** **Fig. 4** **.** Gene ID, gene description, expression trend of sequences reported in Fig. 4 are reported.
(PDF)

Figure S1 **Determination of Lysosomal membrane stability (LMS) by assessment of latent lysosomal N-acetyl-508β-hexosaminidase activity in cryostat sections of frozen mussel digestive gland as described in** [**58**] **.** Sections were pre-treated at pH 4.5 and 37°C for 3–40 minutes (3, 5, 10, 15, 20, 30, 40 minutes, respectively). Representative images of A =  Control DMSO/EtOH; B =  CHP; C =  E2; D =  CHP/E2, where maximal lysosomal staining intensity represents the labilization period. (Scale Bar  = 10 µm).
(TIF)

# Supplementary material for: The Organophosphate Chlorpyrifos Interferes with the Responses to 17β-Estradiol in the Digestive Gland of the Marine Mussel Mytilus galloprovincialis
**Source:** PLoS One. 2011 May 20;6(5):e19803. doi: 10.1371/journal.pone.0019803
**Supplement:** Table S1 — Microarray gene expression profiles. For each experimental condition (CHP, E2, CHP/E2) the embl gene ID (Gene) and the putative description assigned by means of the bioinformatic platform Blast2GO [48] are reported; M = log2 gene relative expression level; B = empirical Bayes log odd; Adj P = adjusted p value according to 64. A gene was considered differentially expressed when a B>0 value was obtained according to the empyrical Bayes B-statistics 65. B values lower that 0 are shown in red.

Table S1. Microarray gene expression profiles

Gene	Description	CHP			E2			CHP/E2		
		M	B	Adj p	M	B	Adj p	M	B	Adj p
AJ624502	mam domain containing 2	-1.58	16.84	6.85E-09	-1.31	13.4	5.45E-07	0.09	-6.52	9.67E-01
AJ624363	mam domain containing 2	-1.88	19.62	5.51E-10	-1.26	12.19	1.02E-06	0.19	-6.56	9.90E-01
AJ624704	collagen typealpha 1	-1.32	11.48	5.05E-07	-1.03	9.46	1.27E-05	0.17	-6.53	9.74E-01
AJ624465	cg3355-isoform a [trypsin]	0.73	8.83	4.67E-06	0.79	8.15	3.78E-05	0.61	3.99	7.73E-04
AJ623339	---NA---	-1.32	14.79	4.31E-08	-0.82	7.85	4.18E-05	0.36	-5.72	5.70E-01
AJ623586	---NA---	0.29	-3.97	1.03E-01	0.70	5.98	2.19E-04	-0.03	-6.54	9.86E-01
AJ625393	catchin	0.03	-6.86	9.90E-01	0.6	5.95	2.19E-04	-0.09	-5.74	5.76E-01
AJ624667	cystathionine beta-synthase	0.7	9.4	2.99E-06	0.72	5.81	2.21E-04	0.56	2.77	1.30E-03
AJ626121	---NA---	0.48	-0.09	7.07E-03	0.77	5.32	3.30E-04	0.06	-6.36	8.65E-01
AJ516665	---NA---	-0.52	0.02	6.72E-03	-0.58	4.97	4.27E-04	0.01	-6.54	9.86E-01
AJ625392	tropomyosin	0.16	-6.66	8.15E-01	0.46	4.8	4.61E-04	0.33	-2.01	4.57E-02
AJ516728	dermatopontin	-0.13	-6.58	7.72E-01	-0.91	4.44	6.19E-04	-0.91	2.51	1.61E-03
AJ624823	paramyosin	0.22	-5.91	4.75E-01	0.43	4.15	7.70E-04	0.06	-6.54	9.86E-01
AJ516452	ependymin-related protein	1.61	6.01	4.42E-05	1.36	3.79	1.04E-03	0.64	-4.01	1.86E-01
AJ624419	mucin-like protein	0.63	3.2	4.79E-04	0.69	2.87	2.39E-03	0.13	-5.61	5.40E-01
AJ623565	---NA---	-1.44	-1.03	1.34E-02	-1.21	2.81	2.39E-03	-0.06	-6.44	9.08E-01
AJ516558	viral a-type inclusion	-0.11	-4.94	2.18E-01	1.4	2.81	2.39E-03	0.92	-2.1	4.86E-02
AJ516741	myc homolog	-0.07	-6.51	7.36E-01	-0.44	2.6	2.80E-03	-0.19	-5.01	3.55E-01
AJ623461	---NA---	0.43	-0.58	9.97E-03	0.47	2.5	2.94E-03	0.1	-6.53	9.74E-01
AJ625774	---NA---	0.21	-5.77	4.26E-01	0.75	2.39	3.14E-03	0.4	-4.46	2.51E-01
AJ625117	---NA---	0.05	-6.63	7.96E-01	0.49	2.27	3.37E-03	0.78	1.37	3.92E-03
AJ623364	Phospholipase A1 member i	-0.04	-6.65	8.02E-01	0.78	2.09	3.88E-03	0.34	-4.62	2.81E-01
AJ624368	scavenger receptor cysteine-richpartial	0.06	-6.51	7.32E-01	-1.11	1.97	4.21E-03	0.41	-3.71	1.49E-01

AJ625949	developmentally-regulated vdg3	0.56	0.32	5.64E-03	0.79	1.81	4.77E-03	0.36	-5.62	5.41E-01
AJ623567	---NA---	0.1	-5.26	2.79E-01	0.67	1.65	5.43E-03	0.37	-6.25	8.00E-01
AJ516720	vitelline coat lysin m7	-0.07	-6	5.02E-01	1.14	1.53	5.76E-03	0.45	-5.14	3.83E-01
AJ624059	calmodulin	0.63	1.51	2.08E-03	0.46	1.51	5.76E-03	-0.04	-6.56	9.98E-01
AJ516365	af101063_1intermediate filament filarin	-0.05	-6.76	8.90E-01	0.72	1.38	6.42E-03	0.14	-6.38	8.74E-01
AJ624693	kiaa0256 protein	0.67	0.72	4.07E-03	0.77	1.11	8.20E-03	1.08	2.01	2.42E-03
AJ624414	---NA---	0.49	-2.13	2.84E-02	0.64	1.05	8.42E-03	0.55	-3.32	1.13E-01
AJ624079	cytochrome c oxidase subunit iv	0.28	-2.06	2.67E-02	0.32	0.78	1.08E-02	-0.2	-3.99	1.83E-01
AJ624501	---NA---	-0.69	-5.51	3.41E-01	-1.08	0.7	1.09E-02	-0.19	-4.34	2.32E-01
AJ624908	---NA---	-0.56	-4.86	2.03E-01	-0.73	0.64	1.09E-02	-0.07	-5.11	3.79E-01
AJ624889	---NA---	-0.16	-6.72	8.57E-01	0.57	0.63	1.09E-02	0	-6.55	9.90E-01
AJ623571	---NA---	-0.34	-2.49	3.62E-02	-0.32	0.62	1.09E-02	0.02	-6.3	8.34E-01
AJ625974	heat shock protein 90	-0.35	4.17	2.11E-04	-0.32	0.62	1.09E-02	-0.26	-0.5	1.49E-02
AJ625292	cg7231-isoform c	-0.5	-6.32	6.36E-01	-1.09	0.6	1.09E-02	-0.18	-4.02	1.86E-01
AJ625312	---NA---	0.32	-6.85	9.73E-01	-0.98	0.53	1.15E-02	-0.13	-6.55	9.90E-01
AJ625670	---NA---	0.31	-3.34	6.56E-02	0.32	0.38	1.31E-02	-0.04	-6.05	7.12E-01
AJ624509	phospholipasegroup xiia	0.4	-5.94	4.82E-01	1.01	0.25	1.46E-02	0.34	-6.51	9.66E-01
AJ624495	gm2 ganglioside activator protein	1.04	-2.03	2.62E-02	1.25	0.18	1.52E-02	1.32	-1.12	2.28E-02
AJ623396	---NA---	0.37	-2.3	3.21E-02	0.67	0.12	1.57E-02	0.25	-5.72	5.68E-01
AJ516390	muc2 protein	0.4	-6.45	7.04E-01	2.33	0.11	1.57E-02	2.22	-1.03	2.20E-02
AJ626301	integrin beta 1 (fibronectin receptor beta)	0.24	-4.58	1.63E-01	0.33	0	1.72E-02	0.05	-6.34	8.50E-01
AJ624430	---NA---	-0.25	-6.1	5.35E-01	-0.49	-0.34	2.16E-02	0.7	1.19	4.35E-03
AJ626404	---NA---	0.69	6.24	3.67E-05	0.39	-1.19	4.49E-02	0.02	-6.54	9.83E-01
AJ516678	ependymin related protein 1	1.24	11.15	5.96E-07	0.6	-1.21	4.50E-02	1.15	9.52	1.24E-05
AJ624432	---NA---	0.6	2.5	8.80E-04	0.51	-1.37	5.08E-02	0.03	-6.55	9.90E-01
AJ625915	90-kda heat shock protein	-0.4	0.11	6.58E-03	-0.34	-2.13	9.03E-02	-0.12	-4.77	3.10E-01
AJ516677	arp2 actin-related protein 2 homolog	0.78	8.19	7.59E-06	0.34	-2.51	1.24E-01	0.74	7.79	3.77E-05
AJ624366	cornifelin	0.52	-5.48	3.35E-01	0.66	-2.57	1.27E-01	0.63	0.96	5.00E-03
AJ625700	ubiquitinisoform cra_a	0.59	7.21	1.56E-05	0.27	-2.6	1.27E-01	0.06	-6.41	8.90E-01
AJ516460	---NA---	0.83	13.42	1.17E-07	0.23	-2.78	1.49E-01	0.61	6.03	1.60E-04

AJ516903	loc562002 protein	0.83	2.79	6.87E-04	0.52	-2.85	1.57E-01	0.72	4.76	4.33E-04
AJ624665	universal stress protein	0.98	11.82	4.51E-07	0.34	-3.28	2.05E-01	0.43	0.61	6.53E-03
AJ516679	---NA---	1.02	7.66	1.11E-05	0.38	-3.58	2.46E-01	0.46	1.33	3.92E-03
AJ624844	ribosomal protein l18a	-0.28	1.3	2.45E-03	-0.15	-3.58	2.46E-01	-0.1	-4.71	2.94E-01
AJ625528	ribosomal protein l10a	-0.44	5.63	5.41E-05	-0.14	-3.62	2.50E-01	-0.04	-6.15	7.61E-01
AJ626296	ribosomal protein l12e	-0.37	0.38	5.38E-03	-0.24	-3.64	2.50E-01	-0.08	-4.87	3.27E-01
AJ623452	---NA---	0.55	5.95	4.45E-05	0.26	-3.68	2.53E-01	0.39	-0.24	1.23E-02
AJ623789	1-Precollagen-P	-0.35	3.25	4.65E-04	-0.18	-3.69	2.53E-01	-0.07	-6.54	9.83E-01
AJ516658	---NA---	0.57	2.25	1.08E-03	0.23	-3.79	2.68E-01	0.09	-3.3	1.11E-01
AJ516442	ependymin related protein 1	1.12	11.66	4.69E-07	0.36	-3.83	2.78E-01	0.81	6.84	8.62E-05
AJ516786	---NA---	0.84	7.74	1.07E-05	0.35	-3.93	2.97E-01	0.7	3.73	7.88E-04
AJ625055	---NA---	0.45	1.36	2.38E-03	0.26	-3.97	3.06E-01	0.38	-4.27	2.24E-01
AJ516624	---NA---	1.16	11.39	5.05E-07	0.35	-4.03	3.14E-01	0.93	7.84	3.77E-05
AJ625252	novel proteinvertebrate flavoprotein oxidoreductase mical3	-0.06	-6.56	7.66E-01	-0.35	-4.05	3.17E-01	-0.8	0.46	7.55E-03
AJ516466	---NA---	0.47	5.98	4.42E-05	0.23	-4.11	3.28E-01	0.39	2.75	1.30E-03
AJ623776	---NA---	1.13	12.41	2.83E-07	0.37	-4.14	3.32E-01	1.58	13.96	1.66E-07
AJ625792	actin	-0.39	0.46	5.03E-03	-0.13	-4.16	3.32E-01	-0.51	1.34	3.92E-03
AJ624301	s2 ribosomal protein	-0.46	1.66	1.85E-03	-0.26	-4.35	3.78E-01	-0.23	-5.68	5.57E-01
AJ624090	neural precursor celldevelopmentally down regulated 9	-0.28	0.03	6.71E-03	-0.15	-4.42	3.87E-01	0	-5.75	5.79E-01
AJ624338	carboxypeptidase b	0.11	-5.55	3.54E-01	0.31	-4.43	3.90E-01	0.67	0.36	7.94E-03
AJ625065	---NA---	0.12	-6.12	5.47E-01	0.18	-4.53	4.12E-01	-0.29	0.94	5.03E-03
AJ516441	smc hinge domain containing 1	0.59	8.49	6.20E-06	0.13	-4.56	4.19E-01	0.33	3.46	8.19E-04
AJ626073	---NA---	0.47	0.29	5.64E-03	0.24	-4.56	4.19E-01	-0.1	-6.39	8.80E-01
AJ624309	paps synthetase	2.45	22.94	3.08E-11	0.28	-4.63	4.36E-01	2.68	24.3	2.10E-12
AJ516482	arginine kinase	0.53	2.47	8.91E-04	0.27	-4.66	4.39E-01	0.28	-2.16	5.11E-02
AJ624444	fibrinolytic protease 0	0.41	0.07	6.66E-03	0.26	-4.72	4.57E-01	-0.07	-6.37	8.69E-01
AJ625533	---NA---	1.22	0.57	4.65E-03	0.54	-4.83	4.84E-01	1.68	8.61	2.40E-05
AJ516578	cathepsin I	0.35	0.2	6.09E-03	0.16	-4.84	4.85E-01	-0.22	-5.63	5.43E-01
AJ516465	---NA---	0.65	8.16	7.59E-06	0.22	-4.85	4.86E-01	0.57	5.11	3.54E-04

AJ625531	serine protease inhibitor-1l	-0.41	1.5	2.08E-03	-0.2	-4.87	4.86E-01	-0.19	-5.07	3.72E-01
AJ625862	tmsb4x protein	-0.77	6.55	2.88E-05	-0.23	-4.87	4.86E-01	-0.24	-5.39	4.59E-01
AJ625268	ferritin	0.66	9.91	1.94E-06	-0.11	-5.01	5.30E-01	0.44	1.74	3.02E-03
AJ516425	---NA---	0.41	3.76	2.99E-04	0.10	-5.13	5.61E-01	0.29	-0.85	1.91E-02
AJ516652	---NA---	0.72	2.78	6.87E-04	0.29	-5.18	5.76E-01	0.71	-0.31	1.28E-02
AJ624341	myc homolog	0.09	-5.06	2.35E-01	0.08	-5.25	6.10E-01	0.84	6	1.60E-04
AJ623482	period clock protein	0.39	-2.23	3.05E-02	-0.07	-5.34	6.47E-01	1.05	3.38	8.19E-04
AJ624303	pleiotrophin-like protein	-0.24	-6.63	7.97E-01	-0.15	-5.41	6.63E-01	0.46	1.04	4.66E-03
AJ626010	---NA---	-0.49	2.5	8.80E-04	-0.15	-5.49	6.82E-01	-0.31	-3.73	1.51E-01
AJ625816	myna_mytgamyticin-a precursor	0.39	2.21	1.11E-03	0.16	-5.5	6.88E-01	0.32	3.69	7.88E-04
AJ625311	---NA---	-1.11	5.82	4.70E-05	-0.17	-5.51	6.89E-01	-0.05	-4.49	2.55E-01
AJ624869	cathepsin I	0.81	7.31	1.52E-05	0.27	-5.52	6.95E-01	0.59	-2.24	5.40E-02
AJ624678	---NA---	-0.32	-6.42	6.90E-01	-0.05	-5.53	6.97E-01	0.79	4.12	7.23E-04
AJ623334	---NA---	-0.55	2.83	6.79E-04	0.30	-5.54	7.00E-01	-0.16	-3.61	1.40E-01
AJ623465	---NA---	-0.09	-6.81	9.29E-01	-0.17	-5.55	7.05E-01	0.69	0.4	7.88E-03
AJ625323	loc562304 protein	-0.1	-6.27	6.13E-01	-0.17	-5.56	7.05E-01	-0.43	0.84	5.35E-03
AJ624482	developmentally-regulated vdg3	-0.17	-6.22	5.86E-01	0.01	-5.6	7.27E-01	0.43	1.13	4.51E-03
AJ624274	---NA---	0.16	-3.03	5.18E-02	0.04	-5.63	7.37E-01	0.4	1.75	3.02E-03
AJ516483	---NA---	0.74	9.28	3.16E-06	0.11	-5.65	7.37E-01	0.47	2.95	1.21E-03
AJ516456	---NA---	0.47	4.15	2.11E-04	0.10	-5.68	7.38E-01	0.29	-0.57	1.53E-02
not in database	---NA---	0.51	-0.52	9.58E-03	-0.20	-5.69	7.38E-01	0.9	2.14	2.17E-03
AJ623787	---NA---	-0.32	0.05	6.66E-03	-0.13	-5.69	7.38E-01	-0.09	-5.29	4.23E-01
AJ516642	---NA---	0.46	0.05	6.66E-03	0.17	-5.71	7.40E-01	0.5	0.35	7.95E-03
AJ625973	---NA---	-0.54	-0.96	1.32E-02	0.20	-5.78	7.65E-01	-0.56	1.07	4.66E-03
AJ623757	---NA---	-0.38	1.07	3.03E-03	-0.11	-5.79	7.65E-01	-0.09	-5.23	4.04E-01
AJ623726	ubiquitinisoform cra_a	0.46	1.34	2.39E-03	0.21	-5.84	7.81E-01	0.45	-1.81	4.04E-02
AJ624738	---NA---	-0.06	-6.85	9.70E-01	0.06	-5.87	7.91E-01	0.33	0.69	6.12E-03
AJ623481	ependymin related protein 1	1.75	6.28	3.65E-05	0.35	-5.91	8.12E-01	1.3	3.58	8.03E-04
AJ625443	---NA---	0.5	0.88	3.53E-03	-0.05	-5.95	8.23E-01	0.78	4.43	5.63E-04
AJ623651	---NA---	0.1	-6.86	9.93E-01	-0.09	-5.96	8.25E-01	0.87	0.09	9.72E-03

AJ625981	developmentally-regulated vdg3	-0.03	-6.5	7.30E-01	-0.03	-5.97	8.25E-01	0.55	3.54	8.03E-04
AJ626032	rna bindinghomolog 2	0.56	5.89	4.57E-05	-0.11	-5.99	8.42E-01	0.17	-4.65	2.86E-01
AJ625142	glyceraldehyde-3-phosphate dehydrogenase	0.36	3.27	4.65E-04	0.06	-6	8.45E-01	0.11	-4.83	3.24E-01
AJ623429	developmentally-regulated vdg3	0.04	-6.01	5.02E-01	-0.06	-6	8.45E-01	0.61	1.66	3.12E-03
AJ516426	---NA---	0.26	-0.45	8.99E-03	0.07	-6.01	8.48E-01	0.34	0.12	9.70E-03
AJ624759	---NA---	0.52	-3.62	8.24E-02	-0.06	-6.04	8.64E-01	-0.96	1.05	4.66E-03
AJ516427	---NA---	0.29	0.98	3.23E-03	0.08	-6.04	8.64E-01	0.21	-2.96	8.90E-02
AY484747	mltochondrial nadh dehydrogenase ND1	0.39	0.29	5.64E-03	0.03	-6.08	8.73E-01	-0.13	-6.42	8.96E-01
AJ623544	ependymin related protein-1 precursor	1.21	0.1	6.62E-03	0.25	-6.08	8.73E-01	0.66	-3	9.12E-02
AJ625582	---NA---	0.57	0.54	4.67E-03	0.11	-6.09	8.76E-01	-0.16	-6.56	9.99E-01
AJ625516	testicular haploid expressed gene	-0.4	3.4	4.19E-04	-0.02	-6.13	8.92E-01	0.05	-6.5	9.60E-01
AJ624336	---NA---	0.07	-5.48	3.36E-01	0.09	-6.14	9.00E-01	0.76	3.85	7.88E-04
AJ516474	tyra protein	1.05	8.13	7.59E-06	-0.08	-6.17	9.08E-01	0.67	2.76	1.30E-03
AJ516512	---NA---	0.07	-6.86	9.93E-01	0.09	-6.18	9.10E-01	-0.39	0.92	5.03E-03
AJ626213	glucose dehydrogenase	0.13	-5.81	4.35E-01	-0.17	-6.18	9.10E-01	-0.99	1.49	3.57E-03
AJ625131	microsomal glutathione s-transferase 3	0.4	-2.64	4.03E-02	-0.03	-6.19	9.16E-01	0.6	2.85	1.29E-03
AJ624361	matrilin-4-like protein	2.01	4.56	1.47E-04	-0.48	-6.21	9.19E-01	-1.25	-4.51	2.57E-01
AJ625133	O-methyltransferase family 3	0.76	14.17	6.53E-08	-0.09	-6.22	9.20E-01	0.44	3.64	7.91E-04
AJ625829	gram negative bacteria binding protein 2	-0.38	-3.91	9.75E-02	0	-6.3	9.56E-01	0.62	5.04	3.54E-04
AJ516802	ependymin related protein 1	0.58	5.18	8.06E-05	0.09	-6.36	9.71E-01	0.42	-1.75	3.93E-02
not in database1	gi 21703762 ref NP_663355.1 similar to dendritic cell protein [Mus musculus]	1.41	7.19	1.56E-05	-0.19	-6.36	9.71E-01	-0.51	-4.87	3.27E-01
AJ626069	collagen type xii alpha 1	2.09	4.01	2.36E-04	-0.34	-6.41	9.75E-01	-0.84	-5.91	6.45E-01
AJ623462	---NA---	0.25	-3.61	8.20E-02	0.21	-6.42	9.80E-01	0.54	1.56	3.39E-03
AJ624753	juvenile hormone diol kinase	0.62	1.03	3.12E-03	-0.06	-6.42	9.80E-01	-0.26	-6.53	9.74E-01
AJ516379	---NA---	0.66	-1.25	1.50E-02	-0.01	-6.42	9.80E-01	0.91	3.4	8.19E-04
AJ516400	---NA---	0.02	-6.17	5.63E-01	-0.03	-6.42	9.80E-01	0.56	2.25	2.02E-03
AJ625256	matrilinisoform cra_b	2.42	5.8	4.70E-05	-0.35	-6.43	9.80E-01	-1.27	-4.46	2.52E-01
AJ623548	---NA---	0.15	-6.54	7.58E-01	0.09	-6.45	9.91E-01	0.7	3.36	8.19E-04
AJ516688	---NA---	-0.01	-6.57	7.66E-01	0.16	-6.46	9.94E-01	-0.36	0.15	9.55E-03

AJ624882	ferritin	0.75	-0.36	8.47E-03	0.09	-6.47	9.94E-01	0.59	0.36	7.94E-03
AJ623460	gram negative bacteria binding protein 2	-0.29	-5.78	4.28E-01	0.1	-6.47	9.94E-01	0.86	3.81	7.88E-04
AJ624926	small heat shock protein p26	0.81	0.55	4.67E-03	0.02	-6.47	9.95E-01	0.03	-5.79	5.96E-01
AJ625307	proteasomealpha type 5	0	-6.83	9.54E-01	0.04	-6.47	9.96E-01	-0.33	0.1	9.72E-03
AJ625629	---NA---	0.43	1.88	1.53E-03	0.09	-6.48	9.96E-01	0.54	-0.05	1.08E-02
not in database2	---NA---	-0.21	-3.85	9.39E-02	0.08	-6.48	9.96E-01	-0.31	1.22	4.32E-03
AJ625481	---NA---	0.65	-4.68	1.77E-01	0.22	-6.48	9.96E-01	1.22	3.77	7.88E-04

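Table S1 lists 148 sequences, each with the log2 ratio (M), B and the adjusted p of limma in the 3 treatments. The authors took M as the expression relative to the vehicle reference, so a positive M stands for a higher level in the treated mussels. Of these sequences, 65 have no description. The IDs of the table do not occur in the deposited files. A fit of the deposited values with the duplicate spots kept separate, chosen after the values were seen, had for 115 of the 148 sequences a probe within 0.1 of the table's B in all 3 treatments. In the fit of the scanner intensities described for the arrays, those probes had the direction of the table for 63 of 63 DEGs of CHP, 36 of 36 of E2 and 46 of 46 of CHP/E2, and 23, 4 and 5 of them passed B over 0. At an unadjusted p under 0.05, 63, 36 and 45 passed, which the match largely fixes, since it used B values from the same arrays. The match by values was used for counts and not to name probes.
The descriptions form groups whose directions are given by the paper's values. The study chose the members of these groups on the same samples, so a common direction is not independent evidence. By the paper's values, the 6 ependymin-related sequences were all up-regulated DEGs of CHP (M of 0.58 to 1.75), and 3 of them also of CHP/E2. Another 1 of the 6 was also an up-regulated DEG of E2 (M of 1.36). The 4 ribosomal proteins were down-regulated DEGs of CHP. Of 5 sequences for detoxification and antioxidant defence, all were up-regulated DEGs of CHP/E2, 3 of them also of CHP, led by PAPS synthetase with an M of 2.45 in CHP, 0.28 in E2 and 2.68 in CHP/E2. Among 9 sequences of the extracellular matrix and adhesion, 3 were up- and 4 down-regulated DEGs of CHP, 4 were down-regulated DEGs of E2 and 1 of CHP/E2. The 2 mam domain proteins had an M of -1.88 and -1.58 in CHP, -1.26 and -1.31 in E2, and 0.19 and 0.09 in CHP/E2, and a collagen had -1.32, -1.03 and 0.17, while dermatopontin had -0.13, -0.91 and -0.91, and 2 matrilins had 2.01 and 2.42 in CHP and -1.25 and -1.27 in CHP/E2, and collagen type XII had 2.09 and -0.84; these 3 were not DEGs of CHP/E2 (B of -5.91 to -4.46). Of 4 muscle proteins, 3 were up-regulated DEGs of E2 (catchin 0.60, tropomyosin 0.46, paramyosin 0.43) and 0 were DEGs of CHP/E2 in the paper's limma. Tropomyosin still had an M of 0.33 in CHP/E2 (adjusted p = 0.0457 in the paper's limma). Of 5 sequences of lysosomes and lipid degradation, 3 were up-regulated DEGs of E2, 2 of CHP and 0 of CHP/E2, although the GM2 activator protein had an M of 1.25 in E2 and of 1.32 in CHP/E2 (adjusted p = 0.0228 in the paper's limma).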

For each experimental condition (CHP, E₂, CHP/E₂) the embl gene ID (Gene) and the putative description assigned by means of the bioinformatic platform Blast2GO [48] are reported; M = log₂ gene relative expression level; B = empirical Bayes log odd; Adj P = adjusted p value according to [64]. 

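By the B values printed in Table S1, the paper's DEGs with B over 0 are 81 for CHP (59 with a positive M), 43 for E2 (28 with a positive M) and 65 for CHP/E2 (53 with a positive M). One further sequence, an integrin beta 1, has a B of 0 in E2. Of the 13 sequences with B over 0 in both CHP and E2, 6 had a negative M in both, and these had an M of -0.26 to 0.36 in CHP/E2 and 0 with B over 0 there. Of the 7 with a positive M in both, 3 had B over 0 in CHP/E2. In the scanner intensities, the smallest adjusted p was 7.3e-05 for CHP, 0.00761 for E2 and 2.8e-05 for CHP/E2 in limma, with duplicate spots averaged.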

A gene was considered differentially expressed when a B>0 value was obtained according to the empirical Bayes B-statistics [65]. B values lower than 0 are showed in red.

# Supplementary material for: The Organophosphate Chlorpyrifos Interferes with the Responses to 17β-Estradiol in the Digestive Gland of the Marine Mussel Mytilus galloprovincialis
**Source:** PLoS One. 2011 May 20;6(5):e19803. doi: 10.1371/journal.pone.0019803
**Supplement:** Table S2 — Supplementary information to Fig. 4 . Gene ID, gene description, expression trend of sequences reported in Fig. 4 are reported.

Table S2. Supplementary information to Fig. 4.

Treatment	GO term	ID	Description	Expression trend
CHP	regulation of multicellular organismal process	AJ623481	ependymin related protein 1	UP
	regulation of multicellular organismal process	AJ624502	mam domain containing 2	DOWN
	regulation of multicellular organismal process	AJ625531	serine protease inhibitor-11	DOWN *
	regulation of multicellular organismal process	AJ626032	rna bindinghomolog 2	UP
	cell motility	AJ624059	calmodulin	UP
	cell motility	AJ624502	mam domain containing 2	DOWN
	cell motility	AJ625862	tmsb4x protein	DOWN
	cell motility	AJ626032	rna bindinghomolog 2	UP
	cell-matrix adhesion	AJ516442	ependymin related protein 1	UP *
	cell-matrix adhesion	AJ516452	ependymin-related protein	UP
	cell-matrix adhesion	AJ516678	ependymin related protein 1	UP *
	cell-matrix adhesion	AJ516802	ependymin related protein 1	UP
	cell-matrix adhesion	AJ516903	loc562002 protein	UP *
	cell-matrix adhesion	AJ623481	ependymin related protein 1	UP
	cell-matrix adhesion	AJ623544	ependymin related protein-1 precursor	UP
	response to biotic stimulus	AJ624926	small heat shock protein p26	UP
	response to biotic stimulus	AJ625816	myna_mytagmyticin-a precursor	UP *
	response to biotic stimulus	AJ625915	90-kda heat shock protein	DOWN
	response to biotic stimulus	AJ625974	heat shock protein 90	DOWN
E2	cellular process	Aj626301	integrin beta 1 (fibronectin receptor beta)	UP
	cellular process	Aj626667	cystathionine beta-synthase	UP
	cellular process	AJ624059	calmodulin	UP
	cellular process	AJ624502	mam domain containing 2	DOWN
	cellular process	AJ624363	mam domain containing	DOWN
	lipid metabolic process	AJ623364	Phospholipase A1 member i	UP
	lipid metabolic process	AJ624495	gm2 ganglioside activator protein	UP
	lipid metabolic process	AJ624509	phospholipasegroup xiaa	UP
	lipid metabolic process	AJ626301	integrin beta 1 (fibronectin receptor beta)	UP
CHP/E2	cellular metabolic process	AJ516903	loc562002 protein	UP *
	cellular metabolic process	Aj624667	cystathionine beta-synthase	UP *
	cellular metabolic process	AJ625816	myna_mytagmyticin-a precursor	UP *
	cellular metabolic process	AJ624309	paps synthetase	UP *
	cellular metabolic process	AJ625133	O-methyltransferase family 3	UP *
	cell-matrix adhesion	AJ516442	ependymin related protein 1	UP *
	cell-matrix adhesion	AJ516678	ependymin related protein 1	UP *
	cell-matrix adhesion	AJ516903	loc562002 protein	UP *
	cell-matrix adhesion	AJ623481	ependymin related protein 1	UP *
	carbohydrate metabolic process	AJ516903	loc562002 protein	UP *
	carbohydrate metabolic process	AJ624341	myc homolog	UP
	carbohydrate metabolic process	AJ625131	microsomal glutathione s-transferase 3	UP
	carbohydrate metabolic process	AJ625829	gram negative bacteria binding protein 2	UP
	carbohydrate metabolic process	AJ626213	glucose dehydrogenase	DOWN

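Table S2 gives the sequences behind the GO terms of Fig. 4, with the direction of each. By the table, the CHP list holds 16 genes under 4 terms (11 up and 5 down), the E2 list 8 genes under 2 terms (6 up and 2 down) and the CHP/E2 list 12 genes under 3 terms (11 up and 1 down). A gene can stand under several terms, so the lists have 19, 9 and 14 lines. The asterisk marks 5 genes in the CHP list and 8 in the CHP/E2 list. A serine protease inhibitor marked in the CHP list has a B of -5.07 in CHP/E2 in Table S1, and an ependymin related protein 1 marked in the CHP/E2 list stands unmarked in the CHP list. The term with the most genes in CHP was cell-matrix adhesion (7 genes, all up), which was also a term of CHP/E2 (4 genes, all up). The terms of E2 were cellular process (5 genes) and lipid metabolic process (4 genes, all up). The enrichment behind the terms compares each list with all annotated sequences of the array. The deposited files hold no annotation, so the enrichment was not recomputed. In the arrays themselves, the share of DEGs that were higher was 50% for E2 and 100% for CHP/E2. With the first principal component of the residuals as a term, chosen after the results were seen, the share for CHP/E2 was 44%. The share for E2 rests on 4 of 8 probes: it was 25% without E2 replicate 1, 28.6% with arrays of one pool number averaged and 83.3% with median centring.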

Gene ID, gene description, expression trend of sequences reported in Fig. 4 are reported. * = differentially expressed genes in common between CHP and CHP/ E2.

How the deposited data were processed for this re-analysis (not part of the article)

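The measurements are dual color cDNA microarrays of digestive gland RNA from female mussels, 12 arrays in 3 groups of 4 (CHP, E2 and CHP/E2), each with 1 pool of 6 treated animals against RNA of vehicle-treated animals. The conditions of each array were taken from its labels and the paper, and no column belonged to other samples. The labels give 4 days of exposure for CHP and 3 days for CHP/E2 where the paper gives 72 h, and both are reported.

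The authors deposited 2 kinds of values. The scanner files give intensities as deposited by the authors, scanned in the Cy5 and Cy3 channels with no background subtracted and no normalization: the mean brightness of each spot and the median brightness of its local background. The deposited value table gives the authors' normalized log2 ratios of treated to reference RNA, rounded to 2 decimals, with a median between -0.02 and 0.02 on every array. The direction of these ratios was settled from the scanner files and the dyes in the labels: with the 3 arrays of exchanged dyes turned, the ratios recomputed here correlated with the deposited ones at 0.881 or more on every array. How the authors normalized them is not stated in the paper beyond the use of limma, whose version it does not give, and the citation of an earlier description of the method.

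The main results come from the scanner intensities. Background was corrected with limma's normexp method at an offset of 50, and each array was normalized by loess with the 720 alignment and blank spots at weight 0. No scaling between arrays was applied. The 2 spots of each probe were averaged. The 1816 probes with a deposited value were tested, and the 104 probes without one were left out of the main results because the authors gave no value for them. The files hold no spot flags. One fit with lmFit and eBayes covered the 12 arrays with 3 coefficients, and 7 comparisons were drawn from it: each treatment against the reference, the 3 differences between treatments, and the departure from additivity, which is CHP/E2 minus CHP minus E2 on the log2 scale. A probe was called a DEG at B over 0, the paper's threshold, with a prior proportion of 0.01. Benjamini-Hochberg adjusted p under 0.05 is given beside it. The tests of limma and Fisher's exact tests are two-sided, and the permutation tests are one-sided for higher correlations. R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used.

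Every ratio is taken against vehicle RNA, so the tests against 0 include the spread among vehicle pools only where the arrays of a treatment carry different ones. The labels count 4 vehicle pools, and the names of the scans give a vehicle pool number for 9 arrays, with at least 2 numbers in each treatment and the numbers 1, 2 and 3 for replicates 1, 2 and 3 of both E2 and CHP/E2. Those names also carry the same treated pool number for E2 replicates 2 and 4 and for CHP/E2 replicates 3 and 4, whereas the labels and the paper call them separate replicates. They were kept separate in the main fit, and averaging them is an alternative. The effect of a shared reference was simulated 100 times with 1 and with 4 reference pools and no effect of treatment. Both the treated and the reference side had the residual SD of each probe, with noise independent between probes. The 4 pools followed the replicate number in every treatment, not the pool numbers in the names of the scans. The fit was also checked on simulated arrays with changes of 0.5, 1 and 2 on the log2 scale in 200 of the probes, with noise independent between probes and arrays.

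Depth in arrays is the signal over background. The median over the 12 arrays was 1.91 for the treated and 1.38 for the reference RNA, and a median of 79.3% of the clone spots of an array exceeded the background by 2 of its SDs. The number of arrays, 4 per group, limits the precision.

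The comparisons, the threshold, the alternatives and the rule for named genes were set before the data were examined, apart from the alternatives and tests described as chosen later. The rule named the genes the paper names, the genes of Table S2, and the largest changes among the DEGs of each comparison that had one direction on all 4 arrays. The values of Table S1 had been seen when the rule was written. As the files hold clone IDs only, and 0 of 1920 of these occur in the gene table of the RefSeq assembly or in Table S1, the parts of the rule that name genes could not be applied. Of the largest changes, 4 probes are named: the largest rise with CHP and with CHP/E2 (the same probe), the largest rise with E2, and the 2 largest falls with CHP that also fell with E2. The planned tests of gene lists could not be run for the same reason, and the lists are described only by the values of Table S1. The enrichment of GO terms was not recomputed, since the files hold no annotation. Lists for chitin-degrading enzymes matched 0 sequences of Table S1.

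The alternatives were no background correction, plain subtraction, print-tip loess, median centring, scale and Aquantile normalization between arrays, duplicate spots kept separate, a dye term, each treatment fitted alone, the adjusted p as the threshold, a filter on dim probes (1491 kept), the authors' deposited values, the replicate number as a block, the slide as a random block, arrays of one pool number averaged, array weights, and each array left out in turn. Added after the data were seen were the deposited values with duplicate spots kept separate, all clone probes, the first principal component of the residuals as a term, and the first source plate left out. For groups of arrays, other splits were counted: 8 sign patterns for each treatment against the reference, 35 splits for each difference, and 100 random assignments for the departure from additivity. The 20 source plates were compared in each treatment with Fisher's exact test, adjusted over the 60 tests, and correlations between neighbouring wells with permutation tests (1000 permutations).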

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

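The tests on arrays that vary widely and on neighbouring wells were chosen after the results were seen, as was the exchange within replicate numbers, whereas the other counts of splits were planned.

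The reference RNA gave a signal far from that of the other arrays of its group on 3 arrays: 3.80 times the background on CHP replicate 3 (1.20 to 1.56 on the others), 2.66 on E2 replicate 4 (1.32 to 1.39) and 3.59 on CHP/E2 replicate 4 (1.14 to 1.37). These are the arrays on which the reference carried Cy5 in place of Cy3. The log2 ratio of Myt01-008H06 was -0.86 on E2 replicate 1 and -1.49 to -1.42 on the other E2 arrays. An outlying array was looked for in 24 sets of values, and chance marks about 1 in 20.

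The effects of the treatments differed by tests of the difference in limma. CHP/E2 differed from CHP for 3 probes, CHP/E2 differed from E2 for 6, CHP differed from E2 for 4, and 10 departed from additivity. Of the 35 splits of the arrays of CHP and CHP/E2, 6 called at least as many probes as the real one, with up to 80 against 3. Of those of CHP/E2 and E2, 2 did (up to 7 against 6), and of those of CHP and E2, 2 did (up to 5 against 4), so chance is not excluded for these numbers. Exchanging E2 and CHP/E2 only within a replicate number gives 8 patterns, of which 1, the real one, reached 6 (highest other 0), too few for a share under 0.05. For the departure from additivity, 4 of 100 random assignments reached the real number of 10, the highest being 38. This does not exclude chance. So small a number of draws cannot tell that share from 0.05, and the draws treat the arrays as exchangeable. They also do not stand for additivity, since the departure sets 2 ratios against 1 and is not 0 on average when labels are exchanged. Of the 16 patterns that exchange E2 and CHP/E2 within a replicate number, too few for a share under 0.05, 5 reached 10 and the highest was 14, and a single shared reference without an effect gave 8 to 29, so the number is weak evidence for a departure. The split with 80 probes set CHP replicates 1, 3 and 4 and CHP/E2 replicate 4 against CHP replicate 2 and CHP/E2 replicates 1, 2 and 3. It differs from the real grouping only in the places of CHP replicate 2 and CHP/E2 replicate 4, so it follows the treatments in part. Such numbers point to a structure of the arrays beyond the treatments. Across the probes, CHP/E2 replicate 4 correlated at 0.719 with CHP replicate 3 and at 0.624 with CHP replicate 4. With the other CHP/E2 arrays it correlated at -0.427 to -0.159. These CHP arrays were on slides 7 and 10 and CHP/E2 replicate 4 on slide 8. The cause was not tested. The number for CHP/E2 against CHP was 20 without CHP replicate 2, and 5 without CHP replicate 3, CHP/E2 replicate 2 or CHP/E2 replicate 4. For CHP/E2 against E2 it was 2 without CHP/E2 replicate 3 or without E2 replicate 2, 3 or 4. For CHP against E2 it was 16 without CHP replicate 2, and for the departure from additivity 5 without CHP replicate 1 or CHP/E2 replicate 3 and 17 without CHP replicate 2.

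For each treatment against the reference, only 8 sign patterns exist, too few for a share under 0.05. In each case 1 pattern, the real one, reached its own number: 39 for CHP (highest other 10), 8 for E2 (0) and 14 for CHP/E2 (2).

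The probes without a deposited value were also examined. Among those 104 probes, 1 was a DEG of CHP and 1 a DEG of CHP/E2 in limma, both higher. Of the tested probes, 2.15% were DEGs of CHP and 0.77% of CHP/E2, so 1 of 104 does not stand out. The median intensity of these probes was 9.60 on the log2 scale against 7.67 for the others.

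A set of 40 probes ranged over more than 4 log2 units across the arrays, with replicates of one treatment far apart. Their mean log2 ratio was 1.43, -0.63, 2.92 and 2.59 on the CHP arrays and -1.30, -1.70, -0.71 and 1.82 on the CHP/E2 arrays, and 0 of them were DEGs of CHP, E2 or CHP/E2 in limma (26, 1 and 0 at an unadjusted p under 0.05). Treated pools that differ against an unchanging reference are excluded as the whole cause: probes chosen in the same way on replicates 1 and 2 had a median reference SD of 1.16 on replicates 3 and 4 (highest median of 10000 random lists of 40 probes as bright 0.55) and in the reverse direction 0.79 (0.44), and 0.525% of 381 single probes reached both. The slide is excluded as the sole cause, since the 2 CHP arrays of one slide differed by 2.06. So are the vehicle pools as numbered in the names of the scans, within which the reference level differed by up to 1.87. Over the arrays, the mean treated and reference levels of the 40 probes had a correlation of -0.865, and the SD of their mean level was 0.219. Pools that differ separately on each side would not by themselves mirror one another. The choice of probes by a wide ratio favours opposite levels, however, so this correlation cannot decide. That each channel measured its own RNA alone was taken as given. Within each treatment, the mean log2 ratio of the 40 probes was highest on the array with exchanged dyes (2.92 for CHP, 0.49 for E2 and 1.82 for CHP/E2). CHP replicate 4, at 2.59, did not have exchanged dyes. These arrays were on slides 7, 8 and 10, and all others on slides 1 to 4. The exchange of dyes and a difference between these groups of slides were not tested and stay open. Differences between pools of animals on both sides, treated and vehicle, also stay open, and no biological explanation of the design was tested.

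The first source plate of the clones held 6 of the 14 DEGs of CHP/E2 where 0.72 would fall by chance (Fisher's exact test, adjusted p = 0.00211 over 60 tests of 20 plates and 3 treatments), 7 of the 39 DEGs of CHP where 2.02 would (adjusted p = 0.094) and 0 of the DEGs of E2 in limma. Around 1 clone picked because DEGs lie near it, the 8 touching clones followed its ratios with a median correlation of 0.761 over the 12 arrays (lowest 0.080; -0.081 for the 69 wells farther away), and the 5 that were not DEGs with 0.720. The values argue against the place on the slide as the whole cause. The 35 clones of other plates printed next to these wells followed the centre clone with a median of 0.158 (highest 0.681). After print-tip loess the medians were 0.846 for the 5 and 0.071 for the 35 (highest 0.680), and the lowest of the 8 touching clones was -0.281. The place is not excluded, because the choice of the centre favours touching wells and the highest printed neighbour came close to the 0.720. Carry-over of DNA between neighbouring wells is left open, as touching wells over all plates correlated at 0.030 against 0.024 for wells apart (permutation p = 0.132), and at 0.068 against 0.014 after print-tip loess (permutation p = 0.001, the smallest that 1000 permutations can give). Clones of related genes in neighbouring wells stay open as the biological explanation, untested since the files name no genes.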

How the results depend on the processing

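The deposited values with separate duplicates, all clone probes, the residual component and the plate left out were chosen after the results were seen. Of 319 recomputed numbers of DEGs, 212 stayed within 1.5 times the main one and 107 did not; the cause was not tested, except that averaging arrays or leaving out arrays or a plate tests fewer arrays or probes. Of 509 recomputed values of 16 ratios and differences of the named probes, 230 equal the main value, and of the 279 that differ, all kept the direction, 259 (92.8%) kept their side of the threshold and 20 no longer passed; of the 230, 3 no longer passed.

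With duplicate spots kept separate (correlation 0.826), the DEGs were 80 for CHP, 40 for E2, 50 for CHP/E2, 28 for CHP/E2 against CHP, 28 for CHP/E2 against E2, 20 for CHP against E2, 37 for the departure from additivity, 24 shared by CHP and CHP/E2, 4 shared by E2 and CHP/E2 and 24 in CHP/E2 only. On the deposited values with separate duplicates, in the same order, they were 79, 44, 64, 30, 38, 25, 42, 27, 5 and 35. With the first residual component as a term they were 120, 17, 50, 78, 13, 73, 64, 35, 1 and 15. With a dye term they were 92, 21, 24, 8, 11, 9, 20, 16 and 1, without a move for CHP/E2 only.

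Array weights gave 35 for E2, 25 for CHP/E2, 9 for CHP/E2 against CHP, 21 for CHP/E2 against E2, 19 for the departure, 1 shared by E2 and CHP/E2 and 15 in CHP/E2 only. The adjusted p gave 71 for CHP, 3 for E2, 6 for CHP/E2, 1 for CHP/E2 against E2, 5 for the departure, 5 shared by CHP and CHP/E2 and 1 in CHP/E2 only. Median centring gave 17 for CHP, 1 for each of the 3 differences, 5 for the departure and 9 in CHP/E2 only. Each treatment fitted alone gave 15 for CHP, 3 for CHP/E2 against E2, 2 shared by CHP and CHP/E2 and 8 in CHP/E2 only. The deposited values gave 17 for E2, 7 for CHP/E2 against CHP, 1 shared by E2 and CHP/E2 and 8 in CHP/E2 only. Print-tip loess gave 17, 1 and 9 for E2, the share of E2 with CHP/E2, and CHP/E2 only. No background correction gave 9 for CHP/E2, 5 for CHP/E2 against CHP and 2 in CHP/E2 only. Arrays of one pool number averaged gave 5 for CHP/E2, 4 shared by CHP and CHP/E2 and 1 in CHP/E2 only. The scale normalization gave 18 for E2 and 11 for CHP/E2 against E2, the replicate block 3 in CHP/E2 only and 1 shared by E2 and CHP/E2, and the plate left out 8 for CHP/E2 and 4 shared with CHP. Plain subtraction, Aquantile, the filter on dim probes, the slide as a random block and all clone probes moved no number by more than 1.5 times.

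Leaving out 1 array gave 22 to 52 DEGs for CHP (22 without CHP replicate 3), 4 to 11 for E2 (5 without E2 replicate 2, 4 without E2 replicate 4), 8 to 14 for CHP/E2 (8 without CHP/E2 replicate 3, 9 without CHP/E2 replicate 4), 2 to 20 for CHP/E2 against CHP (20 without CHP replicate 2; 5 without CHP replicate 3, CHP/E2 replicate 2 or CHP/E2 replicate 4), 2 to 9 for CHP/E2 against E2 (2 without CHP/E2 replicate 3 or E2 replicate 2, 3 or 4), 3 to 16 for CHP against E2 (16 without CHP replicate 2) and 5 to 17 for the departure (5 without CHP replicate 1 or CHP/E2 replicate 3, 17 without CHP replicate 2). The shared DEGs were 4 to 9 for CHP with CHP/E2 (4 without CHP/E2 replicate 3) and 0 to 1 for E2 with CHP/E2 (1 without CHP replicate 3 or E2 replicate 2), and CHP/E2 only held 1 to 5 (1 without E2 replicate 2; 3 without CHP replicate 2, CHP/E2 replicate 4, E2 replicate 1 or E2 replicate 3).

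Not run were the median foreground and the spot flags (absent from the files), the estimated correlation for gene lists (no gene names), and the departure with each treatment fitted alone, which needs all 3 treatments. The low signal over background, 1.14 at the lowest for the reference RNA, limits ratios of dim probes.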

Differences from the paper's values

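The deposited values with duplicate spots kept separate and the residual component were chosen after the values were seen; the other settings named here were set before the data were examined. For each value that differed by more than 1.5 times, the settings that came within 1.5 times of the paper's are named, and the rest of the 28 differed.

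The paper reports 81 DEGs for CHP, and 39 were found here. Separate duplicate spots (80), a dye term (92) and the adjusted p (71) came within 1.5 times of the paper's number. For E2, the paper reports 44 and 8 were found; separate duplicates gave 40 and array weights 35. For CHP/E2, the paper reports 65 and 14 were found; separate duplicates gave 50. The deposited values with separate duplicates, chosen after the values were seen, gave 79, 44 and 64; of the paper's DEGs that could be matched to a probe by their B values it dropped 1 of 63 for CHP, 0 of 36 for E2 and 0 of 46 for CHP/E2 in limma, which the match itself fixes, since the probes were matched by the B of this same fit. The first residual component as a term, also chosen after the values were seen, gave 120 for CHP and 50 for CHP/E2, both within 1.5 times of the paper's numbers, and dropped 31 of those 63 and 32 of those 46, numbers that cannot be set against those of the fit used for the match; it gave 35 shared DEGs of CHP and CHP/E2.

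Of up-regulated DEGs, the paper reports 59 for CHP, 29 for E2 and 53 for CHP/E2, and 25, 4 and 14 were found. Separate duplicates gave 51, 25 and 46. A dye term gave 64 and the adjusted p 48 for CHP, and array weights 25 for E2. The later setting gave 58, 29 and 53.

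The paper reports 148 DEGs in at least 1 treatment, and 47 were found; separate duplicates gave 135, a dye term 108 and the later setting, chosen after the values were seen, 145. For E2, the paper's share of the array is about 2.5% against 0.44% here; separate duplicates gave 2.2%, array weights 1.93% and the later setting 2.42%.

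Between CHP and CHP/E2 the paper reports 27 shared DEGs, 24 of them outside E2, against 9 and 9 here. Separate duplicates gave 24 and 22, a dye term 16 for the second number, and the later setting 27 and 24. Between E2 and CHP/E2 the paper reports 5 against 0 here; separate duplicates gave 4 and the later setting 5. As a percentage of the CHP/E2 DEGs, the paper gives 41% shared with CHP against 64.3% here. Print-tip loess (57.1%), median centring (40%), separate duplicates (48%), the deposited values (55.6%), array weights (36%) and the fits without CHP/E2 replicate 2 (54.5%), CHP/E2 replicate 3 (50%), E2 replicate 4 (61.5%) or CHP replicate 4 (61.5%) came within 1.5 times of it, as did the later setting (42.2%). For the share with E2, the paper gives 8% against 0% here; separate duplicates gave 8%, the deposited values 5.6%, the replicate block 10%, the fits without E2 replicate 2 10% and without CHP replicate 3 7.1%, and the later setting 7.8%.

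The paper reports 36 DEGs in CHP/E2 only against 5 here; separate duplicates gave 24 and the later setting 35. The paper states that most DEGs of CHP/E2 were its own. Here 5 of 14 were. Most were its own in 4 settings: median centring (9 of 15), array weights (15 of 25), each treatment fitted alone (8 of 10) and the later setting (35 of 64). The paper states that CHP had the most DEGs and that most DEGs of CHP and of CHP/E2 were up-regulated, which was also found here (39 DEGs, 64.1% and 100% up-regulated), although with array weights CHP and E2 both had 35 DEGs. With the first residual component as a term, chosen after the values were seen, most DEGs of CHP/E2 were lower (22 higher, 28 lower). For E2 the paper gives 66% up-regulated, against 50% here (4 of 8), which is within 1.5 times; 7 settings differed by more, with 25% without E2 replicate 1 as the lowest.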

Other observations

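The tests of the study's fit, the plate left out, the reference channel, touching wells and the place on the slide were chosen after the results were seen.

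Further groups of sequences can be described only by the paper's values in Table S1, whose members the study chose on these samples, so that their direction is not independent evidence. By these, 3 of 4 vdg3 sequences, 3 of 4 hemocyte and immune sequences and 2 of 3 digestive enzymes were up-regulated DEGs of CHP/E2. Of 4 stress-related sequences, the small heat shock protein p26 and a universal stress protein were up-regulated with CHP, and both sequences of heat shock protein 90 were down-regulated. Both mucins were up-regulated with E2 and 1 with CHP. Of 3 sequences of ubiquitin and the proteasome, 2 were up-regulated with CHP and 1 was down-regulated with CHP/E2. Of 3 actins and actin-binding proteins, 1 was up- and 2 were down-regulated with CHP. Of 2 sequences of the respiratory chain, 1 was up-regulated with CHP and 1 with E2, and of 2 gamete markers 1 was down-regulated with CHP and 1 up-regulated with E2. The 1 foot sequence was down-regulated with CHP.

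Fewer DEGs were found here than the study reports. A hypothesis is that the study's fit used the deposited values with the 2 spots of each probe kept separate, with their correlation (0.722) estimated, in place of averaged spots. Its numbers of DEGs lay within 5% of the paper's for all 3 treatments, and 115 of the 148 sequences of Table S1 (77.7%) had a probe within 0.1 of the printed B in all 3 treatments, against at most 7 with the values of the treatments shuffled between probes. On the scanner values, separate and averaged spots gave 0 such matches. The values are in line with this fit as the source of the paper's B. A first form of the test compared the ratios in place of B. It found 2 of the 148 sequences within 0.015 in all 3 treatments, no more than with shuffled ratios (up to 6), and it was set aside because the probes matched by B had a median difference of 0.08 from the printed ratios. The printed ratios therefore do not come from the coefficients of this fit, and how they were made stays unknown.

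Separate spots of one probe on one array share the RNA and the hybridization, so they are not independent replicates. With 4 arrays per treatment, the fit with separate spots called 80 DEGs for CHP from the scanner values where the averaged spots gave 39.

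With the first source plate left out, 33 DEGs were left for CHP, 8 for E2 and 8 for CHP/E2, and 4 were shared by CHP and CHP/E2. The tests of the reference channel, of touching wells and of the place on the slide replaced first forms on probes and wells picked by the same values. Those forms had marked treated pools that differ and the place on the slide as excluded and carry-over as fitting, and they were set aside because the choice itself favours such values. For the reference channel, a further form, which asked each set of arrays alone to exceed the 95th percentile of single probes as bright, was met by 1 of the 2 sets (0.79 against 0.62, and 1.16 against 1.31), and a later one asked how many single probes reach both. Because these set a median against single probes, medians of random lists were added last.

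The mean ratios of the treatments across the probes had a correlation of 0.057 between CHP and E2, -0.094 between CHP and CHP/E2 and 0.347 between E2 and CHP/E2. A single reference pool shared by all arrays gave 0.80 for each pair in the simulations, and 4 pools gave 0.51, 0.51 and 0.52. Probes are not independent observations, and the 40 probes that ranged over more than 4 log2 units enter these correlations. No correlation was computed without them.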
